# The mammalian LINC complex regulates genome transcriptional responses to substrate rigidity

**DOI:** 10.1038/srep38063

**Published:** 2016-12-01

**Authors:** Samer G. Alam, Qiao Zhang, Nripesh Prasad, Yuan Li, Srikar Chamala, Ram Kuchibhotla, Birendra KC, Varun Aggarwal, Shristi Shrestha, Angela L. Jones, Shawn E. Levy, Kyle J. Roux, Jeffrey A. Nickerson, Tanmay P. Lele

## Abstract

Mechanical integration of the nucleus with the extracellular matrix (ECM) is established by linkage between the cytoskeleton and the nucleus. This integration is hypothesized to mediate sensing of ECM rigidity, but parsing the function of nucleus-cytoskeleton linkage from other mechanisms has remained a central challenge. Here we took advantage of the fact that the LINC (linker of nucleoskeleton and cytoskeleton) complex is a known molecular linker of the nucleus to the cytoskeleton, and asked how it regulates the sensitivity of genome-wide transcription to substratum rigidity. We show that gene mechanosensitivity is preserved after LINC disruption, but reversed in direction. Combined with myosin inhibition studies, we identify genes that depend on nuclear tension for their regulation. We also show that LINC disruption does not attenuate nuclear shape sensitivity to substrate rigidity. Our results show for the first time that the LINC complex facilitates mechano-regulation of expression across the genome.

Mechanical rigidity of the extracellular matrix regulates cell spreading, migration, proliferation and differentiation^1^,^2^,^3^,^4^,^5^. The role of the cytoskeleton and integrin adhesion complexes in mediating effects of substrate rigidity on cell adhesion, spreading and motility has been well studied^6^,^7^,^8^,^9^,^10^,^11^. How this rigidity sensing mechanism ultimately impacts the expression of genes is not well understood. We have recently shown that dynamic cell spreading transmits mechanical stresses to the fibroblast nucleus^12^. Because cells spread less on soft substrates compared to stiff substrates, the resulting differences in nuclear stresses may impact gene expression, but there have been no studies to explore this possibility.

Cytoskeletal stresses are transmitted to the nucleus by the so-called LINC complex which consists of the SUN1/2 (Sad1p, UNC-84) proteins that span the inner nuclear envelope and nesprin proteins embedded in the outer nuclear envelope^13^,^14^,^15^,^16^,^17^. Cytoplasmic domains of nesprins link with the cytoskeleton^13^,^18^,^19^,^20^ while their KASH (Klarsicht, Anc-1, Syne homology) domains bind SUN proteins, which are in turn bound to the lamina. Because the LINC complex can transfer mechanical stresses from the cytoskeleton to the genome^14^,^19^,^20^,^21^,^22^,^23^, here we asked how the sensitivity of genes to substrate rigidity depends on the nucleus-cytoskeleton linkage mediated by the LINC complex. Combined with myosin inhibition studies, we identify genes that depend on nuclear tension for their mechanosensitivity. Our results show for the first time that the LINC complex facilitates mechano-regulation of transcription across the genome.

## Results

### The LINC complex exerts control over the transcriptome

We disrupted the LINC complex by inducibly expressing SS-HA-SUN1L-KDEL (signal sequence-HA epitope tag-SUN1 protein lumenal domain-ER retrieval amino acid sequence; hereafter called SUN1L), a dominant-negative construct known to effectively disrupt the LINC complex; GFP-KDEL (hereafter called KDEL) was inducibly expressed to act as controls^17^,^18^,^24^. SUN1L was selected for LINC perturbation instead of GFP-KASH4^24^ due it its increased efficacy in inducible stables (data not shown). We confirmed the successful perturbation of the LINC complex based on observed mislocalization of nesprin-3 at the nuclear envelope compared with KDEL and non-induced SUN1L cells (Fig. 1A). By pulling directly on the nucleus with nanoNewton forces in living, adherent fibroblasts, and quantifying the extent of nuclear deformation, we have previously shown that the elastic linkage between the nucleus and the cytoskeleton is altered in fibroblasts upon expression of SUN1L^25^. We chose NIH 3T3 fibroblasts as they are a well-established model system for cellular sensing of substrate rigidity^9^. To expose cells to a controlled mechanical stimulus, we used the approach in ref. 9 of culturing cells on gels of controlled rigidity (a stiffness of 1 kPa was termed ‘soft’ and that of 308 kPa was termed ‘stiff’). We have recently demonstrated with this system that fibroblasts sense substrate rigidity and not differences in surface ligand presentation^22^. We have also shown that the nucleus is more rounded in its x-z cross-section on soft substrates compared to a more flattened morphology on rigid substrates^22^.

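NIH 3T3 cells are a line of mouse embryonic fibroblasts, and the cells sequenced here carried a doxycycline-inducible construct for SUN1L, the lumenal domain of the SUN1 protein, or for the control KDEL, a GFP retained in the endoplasmic reticulum. Cells were kept for 48 hr with 1 μg/ml doxycycline on gels of 1 kPa or 308 kPa, and each of the 4 groups had 3 libraries, named here by the laboratory's serial numbers. These were libraries 4, 16 and 28 for KDEL cells on 1 kPa, libraries 8, 20 and 32 for KDEL cells on 308 kPa, libraries 3, 15 and 27 for SUN1L cells on 1 kPa, and libraries 7, 19 and 31 for SUN1L cells on 308 kPa. The authors aligned the paired-end reads with TopHat, removed reads of low quality, reads without a proper mate and duplicates in AvadisNGS, and deposited 1 signal value per gene and library after normalization by the trimmed mean of M-values, with 1 as the lowest value. The methods name the mouse genome mm9, but the gene positions in the deposited table lie on GRCm38 and are given here as such. The steps between the lowest values of a library gave estimates of its read pairs. Their median was 16230000 in KDEL libraries on 1 kPa (range 14620000 to 17970000) and 16550000 on 308 kPa (14260000 to 17580000). In SUN1L libraries it was 16760000 on 1 kPa (12670000 to 18980000) and 15890000 on 308 kPa (12940000 to 16450000). The paper states 25000000 paired-end reads at the sequencing step, without saying whether this is per library or whether single reads or pairs are meant. The values used here are what was left after the filters, so the share that the filters removed cannot be told.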

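For the comparisons, log2(value + 1) was fitted with limma over the 12 libraries, with a prior variance that follows the mean. The 1 added before the logarithm understates the fold changes of genes with low values. A gene was tested when it lay above the lowest value in at least 3 of the 18 mRNA libraries, which held for 16021 of 22019 genes, and was called changed at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold difference, the limits of the paper. The gene behind the construct, Sun1 (ENSMUSG00000036817), lies on chromosome 5 of GRCm38 from 139200637 to 139249840. Its normalized signal was 3181 ± 362 (SD, n = 3) in KDEL cells on 1 kPa, with libraries between 2785 and 3496, and 3197 ± 164 (SD, n = 3) on 308 kPa, with libraries between 3035 and 3362. In SUN1L cells it was 64780 ± 17260 (SD, n = 3) on 1 kPa, with libraries between 48170 and 82620, and 55290 ± 17480 (SD, n = 3) on 308 kPa, with libraries between 38450 and 73360. Each library therefore had the Sun1 level of its labelled construct, although the signal of a gene does not separate the construct from the endogenous transcript. The log2 fold change of Sun1 was 4.32 on 1 kPa and 4.06 on 308 kPa (standard error 0.24 each), with adjusted p-values from limma of 4.42e-05 and 8.31e-05.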

We first asked how transcription is regulated by the LINC complex by statistically comparing mRNA levels quantified by polyadenylated RNA sequencing between KDEL and SUN1L cells on substrates of the same rigidity. 

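Among the genes of the qPCR table, Pof1b (ENSMUSG00000034607, chromosome X from 112638431 to 112698651 of GRCm38) had a normalized signal of 32.9 ± 2.18 (SD, n = 3) in KDEL and 1.97 ± 1.09 (SD, n = 3) in SUN1L cells on 1 kPa. On 308 kPa its signal was 22.5 ± 3.08 (SD, n = 3) in KDEL cells, while the 3 SUN1L libraries were all at the lowest value of 1. The log2 fold change of Pof1b was −3.58 on 1 kPa and −3.55 on 308 kPa (standard error 0.29 each), with adjusted p-values from limma of 0.000847 and 0.000815, and against the lowest value itself the log2 fold change on 308 kPa was −4.48 or lower. With each library left out in turn, the gene was called in 6 of 6 fits on either rigidity. Ywhaz (ENSMUSG00000022285, chromosome 15 from 36770770 to 36794547), which encodes a 14-3-3 protein, had a signal of 21490 ± 1148 (SD, n = 3) in KDEL and 21530 ± 2044 (SD, n = 3) in SUN1L cells on 1 kPa, and of 22210 ± 441 (SD, n = 3) and 21850 ± 1626 (SD, n = 3) on 308 kPa. Snw1 (ENSMUSG00000021039, chromosome 12 from 87449936 to 87472299) had 2557 ± 187 (SD, n = 3) and 2554 ± 126 (SD, n = 3) on 1 kPa, and 2923 ± 394 (SD, n = 3) and 2793 ± 191 (SD, n = 3) on 308 kPa. The differences of Ywhaz (log2 fold changes 0.00 and −0.03) and of Snw1 (0.00 and −0.06) were smaller than the spread between libraries. Of the 4 genes of the qPCR table, which include the reference Gapdh, 1 was called on each rigidity, and 1 with p-values adjusted over the list alone.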

RNA sequencing results were validated with qPCR analysis of a small subset of genes (Supplementary Table 20). Differential expression of genes was calculated on the basis of fold changes (using a default cut-off ≥ ±2.0) and the *p*-value of the differentially expressed gene list was estimated with z-score calculations using Benjamini Hochberg^26^ corrections of 0.05 for false-discovery rate. 

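On 1 kPa, 14 genes were called between SUN1L and KDEL cells, 4 higher and 10 lower in SUN1L cells, and on 308 kPa 10 genes were called, 3 higher and 7 lower. An unadjusted p under 0.05 was reached by 727 genes on 1 kPa, 4.54% of those tested, and by 406 genes on 308 kPa, or 2.53%. With a block on the runs of library numbers these counts were 2259 and 949. They were 1889 and 829 with limma's array weights, which were chosen after the data were seen. When genes needed a mean of at least 10, which leaves fewer genes to test, they were 506 and 230. Without any limit on p, 778 genes on 1 kPa differed at least 2-fold (445 higher, 333 lower), as did 425 genes on 308 kPa (286 higher, 139 lower). All 9 genes called on both rigidities changed in 1 direction. The genes called higher were Sun1, Rad1 and Cox7b2 on both rigidities and Akr1c13 on 1 kPa, of which Cox7b2 and Akr1c13 were singled out after their values were seen, and Akr1c13 can share reads with its near-identical paralogs. Rad1 (ENSMUSG00000022248, chromosome 15 from 10486018 to 10499063) rose from 477 ± 69.0 (SD, n = 3) to 3454 ± 1276 (SD, n = 3) on 1 kPa and from 475 ± 104 (SD, n = 3) to 3580 ± 1405 (SD, n = 3) on 308 kPa, with log2 fold changes of 2.80 and 2.86 and adjusted p-values from limma of 0.00551 and 0.00502. Ttyh3 (ENSMUSG00000036565, chromosome 5 from 140620586 to 140649031) fell from 2336 ± 235 (SD, n = 3) to 361 ± 67.8 (SD, n = 3) and from 1745 ± 223 (SD, n = 3) to 305 ± 99.7 (SD, n = 3), with log2 fold changes of −2.70 and −2.56 and adjusted p-values from limma of 0.00164 and 0.00183.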

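Leaving out 1 library at a time gave 8 to 14 called genes on 1 kPa. The lowest count came without library 4, and Rad1 then had an adjusted p of 0.0511 from limma on 1 kPa. Among genes with an unadjusted p under 0.05, the count on 1 kPa was 422 without library 3 and 448 without library 4, and the count on 308 kPa was 696 without library 31. The alternative that moved the counts of called genes most was a z-test of proportions on the summed signal of each group. This test leaves out the spread between libraries and called 729 genes on 1 kPa, 349 on 308 kPa and 132 on both. Spearman's correlation across genes between group means was 0.988 to 0.996 over the 15 pairs of the 6 groups, with a median of 0.993. Pairs of libraries had a median correlation of 0.986 within groups (18 pairs, 0.961 to 0.991) and of 0.986 between groups (135 pairs, 0.959 to 0.993). These correlations are across genes, which are not independent replicates.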

Inducible expression of SUN1L perturbed the levels of a large number of mRNAs on the same substrate (Fig. 1B, Supplementary Tables 1 and 2; see also Spearman correlation plot in Supplementary Figure 1).

### LINC disruption affects genes differently on soft versus stiff substrates

We first confirmed that cells sense substrate rigidity in the assay by comparing the degree of cell spreading on soft and stiff substrates (Table 1); cells spread twice as much on the stiff substrate compared to the soft substrate. 

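The genes drawn in Fig. 2B, which were chosen from these libraries, comprise 27 cytoskeletal, 24 focal adhesion and 15 nuclear envelope genes. None of these genes was called on either rigidity, and none had an adjusted p under 0.05 over its list alone, which for lists picked on the same libraries is not independent evidence. On 1 kPa an unadjusted p under 0.05 was reached by 4 cytoskeletal genes, Tubb2b (log2 fold change −2.05), Vmac (0.66), Dnhd1 (0.44) and Dynlt3 (−0.28), by 2 focal adhesion genes, Itga4 (1.30) and Itfg3 (0.33), and by 0 nuclear envelope genes. On 308 kPa it was reached by 3 cytoskeletal genes, Tubb2b (−1.52), Dnah2 (1.07) and Dynlt3 (−0.24), and by 0 genes of the other classes. These genes were named after their values were seen. The median log2 fold change on 1 kPa was −0.38 for the cytoskeletal genes (18 of 27 lower in SUN1L cells), 0.03 for the focal adhesion genes (11 of 24 lower) and −0.36 for the nuclear envelope genes (12 of 15 lower), and without library 3 these medians were −0.10, 0.07 and −0.14. That of the focal adhesion genes was −0.05 without library 15, and that of the nuclear envelope genes −0.57 without library 27. On 308 kPa the medians were −0.09, 0.06 and −0.09. Without library 7 those of the cytoskeletal and nuclear envelope genes were 0.18 and 0.17, without library 32 they were 0.09 and 0.11, and without library 8 they were −0.39 and −0.35, while the focal adhesion median was −0.16 without library 8.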

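Lmnb1, the gene of lamin B1 (ENSMUSG00000024590, chromosome 18 from 56707813 to 56753424), had a normalized signal of 3158 ± 633 (SD, n = 3) in KDEL and 1757 ± 1177 (SD, n = 3) in SUN1L cells on 1 kPa, and of 2279 ± 1851 (SD, n = 3) and 2066 ± 1544 (SD, n = 3) on 308 kPa. Its log2 fold change was −1.17 on 1 kPa and −0.15 on 308 kPa (standard error 0.90 each), with adjusted p-values from limma of 0.930 and 1, so the differences did not exceed the spread between libraries. The signal was 471 in library 3, and without that library the log2 fold change on 1 kPa was −0.39. On 308 kPa the signal was 471 in library 7 (SUN1L) and 576 in library 8 (KDEL), and the log2 fold change was 0.71 without the former and −0.93 without the latter. Whether SUN1L acted differently on the 2 rigidities was tested by the interaction, for which 0 genes of the Fig. 2B lists had an adjusted p under 0.05 over their list alone, with smallest values of 0.928 for the cytoskeletal, 0.983 for the focal adhesion and 0.709 for the nuclear envelope genes.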

Interestingly, on the soft substrate, SUN1L expression significantly altered the mRNA levels of genes coding for focal adhesion proteins (integrins and parvin), cytoskeletal proteins (tubulin and myosin), and nuclear envelope protein lamin B1; but on stiff substrates, different genes were altered (Fig. 2A and B, see also gene lists in Supplementary Tables 3 and 4).

To understand if LINC dependent genes fell in distinct functional classes enriched for specific biological processes, we performed DAVID (*Database for Annotation, Visualization and Integrated Discovery*) functional annotation analysis and Ingenuity Pathway Analysis (IPA). 

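The genes that Supplementary Table 5 lists under each process were followed in the 12 libraries, without an enrichment test because they were chosen from these libraries. For M phase, 52 of 56 genes were lower in SUN1L cells on 1 kPa, with a median log2 fold change of −1.15, 0 called genes, 4 at an unadjusted p under 0.05 and 0 with p-values adjusted over the list alone. The mean log2 signal of these genes was 7.17 in library 3 against 9.46 and 9.79 in libraries 15 and 27, while the KDEL libraries on 1 kPa had 9.85, 9.70 and 9.98. Without library 3 the median log2 fold change was −0.30, and it stayed between −1.65 and −1.12 when another library was left out. The genes of chromosome segregation (15 of 16 lower, median −1.17), cytokinesis (6 of 6, −1.30) and spindle organization (6 of 6, −1.12) had 0 called genes, with 1, 0 and 1 genes at an unadjusted p under 0.05, and their medians without library 3 were −0.30, −0.30 and −0.31. Cell adhesion had 38 of 51 genes higher in SUN1L cells, with a median of 1.14 that stayed between 0.88 and 1.36 with any library left out. Cd97 was called, 23 genes had an unadjusted p under 0.05, and 4 were past 0.05 adjusted over the list alone. Over all 536 tested genes that the deposited table places under the cell adhesion term, the median on 1 kPa was −0.006, 31 genes had an unadjusted p under 0.05 and the p of limma's camera, a test added after the data were seen, was 0.779. Camera asks whether a set of genes shifts in 1 direction, so genes that move both ways can cancel. Response to wounding had 18 of 31 genes higher (median 0.91, and 0.36 without library 4), with Serpina1a called and 7 genes adjusted over the list alone, and wound healing had 7 of 11 higher (median 0.97, and 0.62 without library 16), with 0 called, 5 at an unadjusted p under 0.05 and 4 adjusted over the list alone. Cd97 and Serpina1a, the latter with near-identical paralogs, were both lower in SUN1L cells and were named after their values were seen. With 1 library left out, Serpina1a was called in 6 of 6 fits and Cd97 in 1, the fit without library 3, with adjusted p-values from limma of 0.0227 to 0.0794. With genes that 1 group had only at the lowest value set to their bound, the cell adhesion median was 1.17. With 8 in place of 1 added before the logarithm, the medians of the processes that rose were lower, at 0.51 for cell adhesion. Ion transport, of which 53 of 59 genes are held, was not used here.

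**Figure D1:**
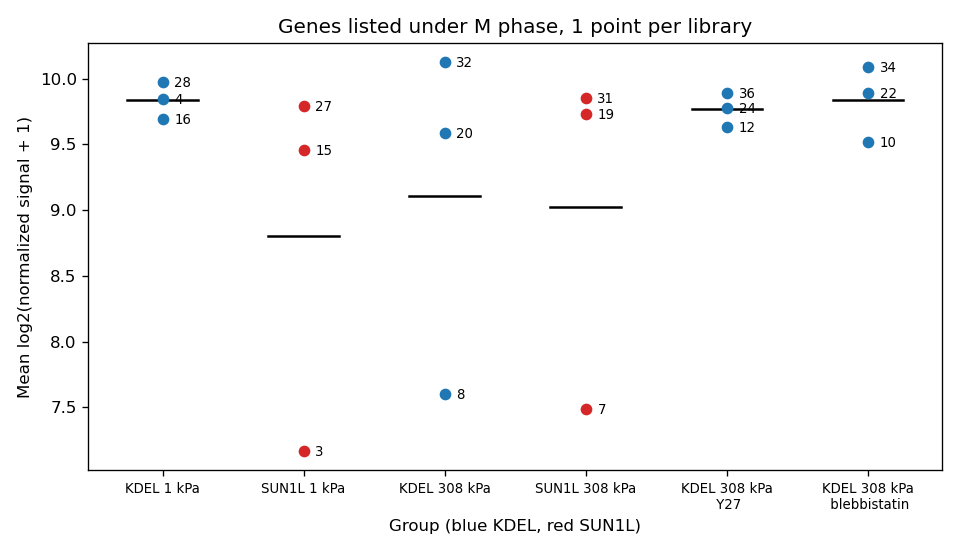
Mean log2(signal + 1) of the 56 M phase genes (vertical axis) in each of the 18 mRNA libraries, by group (horizontal axis), with the laboratory's library number beside each point and a black bar at the mean of each group. Library 3 lies at 7.17, library 7 at 7.49 and library 8 at 7.60, and the other 15 libraries lie between 9.46 and 10.12.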

On soft substrates, over-represented biological processes included M phase, chromosome segregation, cell adhesion, ion transport, response to wounding, cytokinesis, spindle organization, and wound healing. On stiff substrates, over-represented processes included calcium ion transport, ion transport, response to wounding, cell adhesion (in agreement with previous phenotypic findings^14^), cell motility (consistent with previous phenotypic findings^17^,^27^,^28^), and extracellular matrix organization (Fig. 2C).

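On 308 kPa the genes listed in Supplementary Table 6 were followed in the same way. Calcium ion transport had 14 of 17 genes higher in SUN1L cells (median log2 fold change 1.15), ion transport 25 of 42 (0.90), cell adhesion 25 of 34 (1.04), cell motility 9 of 15 (0.71), extracellular matrix organization 7 of 8 (0.82) and response to wounding 11 of 21 (0.65). With genes that 1 group had only at the lowest value set to their bound, these medians were 1.18, 0.97, 1.13, 0.92, 1.20 and 0.67. Left-out libraries moved none of the medians by more than 1.5 times except that of response to wounding, which was 0.08 without library 32. The genes called were Ttyh3 under ion transport and the near-identical paralogs Serpina1a and Serpina1b under response to wounding, all lower in SUN1L cells, and the paralogs were named after their values were seen. Serpina1b was called in 0 of the 6 fits that left out 1 library, with adjusted p-values from limma of 0.159 to 0.229. The remaining 4 lists had 0 called genes, with 6 genes of calcium ion transport, 14 of cell adhesion, 7 of cell motility and 3 of extracellular matrix organization at an unadjusted p under 0.05. With p-values adjusted over the list alone, 4, 9, 3, 2, 2 and 8 genes of the lists, in the order given above, were past 0.05. The study picked them on these libraries, so that these counts are not independent evidence. The 536 tested genes of the cell adhesion term had a median of −0.024 on 308 kPa, with 20 genes at an unadjusted p under 0.05 and a p of 0.498 with camera.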

To quantitatively examine the effect of LINC disruption on the mechanosensitivity of individual genes, we applied a two-way Analysis of Variance (ANOVA) to the entire mRNA data set to detect interaction effects between substrate rigidity and SUN1L expression. The analysis revealed 194 genes that exhibited SUN1L-substrate rigidity interactions at a (Bonferroni-corrected) *p* < 0.05 (Supplementary Table 13). Also, Supplementary Table 14 shows genes that depended on substrate rigidity, but were not perturbed by SUN1L expression. 

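The interaction was tested on the same 12 libraries with limma, as the difference between the rigidity effects in SUN1L and KDEL cells. At a Bonferroni-corrected p under 0.05 there were 0 interacting genes among the 16021 tested, and the smallest corrected p was 1. An unadjusted p under 0.05 was reached by 145 genes, 0.905% of those tested, and 792 genes had an interaction of at least 2-fold whatever its p. With a library left out, the Bonferroni count was 0 in each of the 12 fits, and the unadjusted count ran from 137 to 241, the highest without library 7, with 220 without library 31. It was 19 when genes needed a mean of at least 10, which leaves fewer genes to test, 333 with a block on the runs of library numbers, and 502 with limma's array weights, which were chosen after the data were seen. The ordinary two-way analysis of variance, without limma's moderation, gave 1 gene past the Bonferroni limit, Trim67, which limma also gave when genes with low values were not filtered out (log2 interaction −0.59). Trim67 was named after its values were seen.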

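Between 308 kPa and 1 kPa, 0 genes were called in KDEL cells, where 219 genes had an unadjusted p under 0.05 and 349 differed at least 2-fold whatever their p. In SUN1L cells 0 genes were called, 310 had an unadjusted p under 0.05 and 230 differed at least 2-fold. No gene therefore met the definition of a change with rigidity in KDEL cells and none with SUN1L expression. By unadjusted p-values, 121 of the 219 genes were above 0.05 for SUN1L on either rigidity and for the interaction, and 45 of these differed at least 2-fold, although a p above a limit does not show that a gene is unchanged. The unadjusted counts rested on single libraries, with 555 genes in KDEL cells without library 20 and 371 without library 32, and 703 genes in SUN1L cells without library 31. In KDEL cells the count was 92 with a mean of at least 10, 861 with the block on runs and 327 with array weights, and in SUN1L cells it was 182, 884 and 1586. Under the z-test of proportions 297 genes were called in KDEL and 174 in SUN1L cells.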

We quantified and compared mechanosensitivity (*MS*_*gene*_) of individual genes by defining it as the fold change in mRNA levels of a gene between stiff and soft substrates (for convenience, fold change <1 was recalculated as −1/fold change). We focused only on the genes identified as statistically interacting between substrate rigidity and LINC disruption from the two-way ANOVA analysis. These interacting genes have two attributes: (1) they are mechanosensitive, and (2) their mechanosensitivity (*MS*_*gene*_) is altered upon SUN1L expression. We further classified these genes based on how their mechanosensitivity, *MS*_*gene*_, changed upon LINC disruption, by computing the ratio of mechanosensitivities in SUN1L cells over KDEL cells (
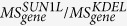
). If 
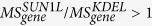
, then the gene was classified as having gained mechanosensitivity upon LINC disruption; 
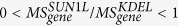
 implies a gene that lost mechanosensitivity, while 
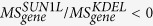
 implies a change in the direction of mechanosensitivity.

The major effect of SUN1L expression was to reverse the direction of mechanosensitivity of genes (
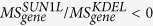
) as clear from the large number of interacting genes present in the 2^nd^ and 4^th^ quadrants (Fig. 2D; also see Supplementary Table 13). LINC disruption would generally be expected to eliminate gene mechanosensitivity^29^; that the mechanosensitivity is preserved but its direction is reversed is unexpected.

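Because 0 genes passed the Bonferroni limit, the direction of mechanosensitivity was examined in the 194 genes with the smallest interaction p, as many as the paper reports, a choice made after the result was seen. In 179 of these 194 genes, a share of 0.923, the fold changes between the stiff and the soft substrate had opposite signs in SUN1L and KDEL cells. A gene picked for a large difference between 2 effects will often have effects of opposite sign, so the same selection was made in 100 simulated data sets without any effect, and the share there was 0.943 to 0.995, with a median of 0.969. Over all tested genes the share with opposite signs was 0.448. Of the 194 genes, 5 had an unadjusted p under 0.05 for rigidity in both cell lines with opposite signs, and 0 had an adjusted p under 0.05 from limma in both. With each library left out in turn the share was 0.809 to 0.938, the lowest without library 31. From the large number of interacting genes in the quadrants of Fig. 2D where the signs are opposite, the paper concludes that SUN1L expression mainly reversed the direction of mechanosensitivity of genes.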

We analyzed the interacting genes for functional enrichment (Supplementary Table 15). Cell adhesion was the most enriched biological process. This is in agreement with our previously proposed model that LINC complex disruption alters cell adhesion and consequently mechanotransduction^14^.

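The deposited table pairs each gene with its gene ontology terms, and the interaction was tested over terms of 10 to 500 genes with limma's camera, a test added after the data were seen. Of 2436 terms, 0 had an adjusted p under 0.05 for the interaction, with a smallest adjusted p of 0.0720, and 142 had an unadjusted p under 0.05. With 1 library left out there were 17 terms without library 7, 15 without library 32, 12 without library 31, 8 without library 16 or 27, 6 without library 20, 3 without library 15 and 0 in the 5 other fits, where 71 to 165 had an unadjusted p under 0.05. Cell adhesion, whose 536 tested genes exceed the size limit, was tested alone and had a p of 0.728 with the preset correlation between genes of 0.01, 0.843 with an estimated correlation and 0.992 under limma's fry. Its median log2 interaction was 0.03, and 7 of its 536 genes had an unadjusted p under 0.05, against 145 of all 16021 genes tested. Camera and fry, as used here, ask for a shift in 1 direction. The paper's enrichment is of a list of genes, and an enrichment of that kind was not tested. In the cell adhesion genes of Supplementary Tables 5 and 6, 2 of 51 and 4 of 34 had an unadjusted interaction p under 0.05, and 0 of either list were past 0.05 adjusted over the list alone.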

### Myosin tension-dependent genes that require an intact LINC complex for their regulation

Cellular sensing of substrate rigidity requires myosin activity^22^,^30^,^31^,^32^. As myosin-generated cellular contractile forces can be exerted on the nuclear surface through the LINC complex^14^,^17^,^33^, we asked whether non-muscle myosin II inhibition has similar effects on gene expression as with LINC complex disruption. Because myosin forces are small in cells on the soft substrate^1^,^7^,^34^, we inhibited myosin activity on the stiff substrate with blebbistatin or with Y27632 (a Rho-kinase inhibitor, hereafter called Y27) in control KDEL cells (we have validated myosin inhibition with this approach in NIH 3T3 fibroblasts elsewhere^12^,^27^; see also Supplementary Figure 3). 

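The libraries of this experiment came from KDEL cells on 308 kPa, 3 without inhibitor (8, 20 and 32, the controls already used for SUN1L), 3 with 25 μM Y27 (12, 24 and 36) and 3 with 10 μM blebbistatin (10, 22 and 34), each for 48 hr. Blebbistatin is an inhibitor of non-muscle myosin II. The estimated depth was 15780000 to 19460000 read pairs with Y27 (median 16170000) and 15770000 to 17170000 with blebbistatin (median 16850000). These 9 libraries were fitted together, by the same model and limits as above. The labels of library 34 conflict, since 1 names blebbistatin and another Y27, and both name an empty vector in place of the KDEL construct. It was counted with blebbistatin because the paper describes 3 replicates per condition and inhibitors in KDEL cells only, and the main counts, overlaps and correlations for blebbistatin are also given without it. Its values come from a column numbered 35, since no column bears the number 34, and that column is headed by an empty vector and Y27, a heading equal to 1 of the labels of this library and of no other. The normalized signal of Sun1 was 3656 in library 34, and over all 12 libraries other than those of SUN1L cells it lay between 2785 and 3799.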

Inhibiting non-muscle myosin II caused significant changes in several genes in KDEL (control) cells (identified by requiring a minimum two-fold change, Supplementary Table 16). 

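With Y27, 0 genes were called, the smallest adjusted p from limma was 0.363, and 970 genes had an unadjusted p under 0.05. With blebbistatin, 0 genes were called, the smallest adjusted p was 0.363 as well, and 674 genes had an unadjusted p under 0.05. A difference of at least 2-fold, whatever its p, was found for 584 genes with Y27 (283 higher, 301 lower) and for 523 genes with blebbistatin (187 higher, 336 lower). Without library 34 the blebbistatin comparison still gave 0 called genes, and 487 at an unadjusted p under 0.05. Leaving out library 8 gave 2 called genes with Y27 and 2 with blebbistatin, both times Gm826 and Tmem59l, while leaving out library 20 gave Gm28051 with either inhibitor and leaving out library 22 gave C030037F17Rik with blebbistatin. These 4 genes were named after their values were seen. Gm826 and Tmem59l had the same log2 fold change of −1.301 with both inhibitors. Equal values of this kind arise near the lowest value, where a few read pairs make the difference. The unadjusted counts rose to 2294 for Y27 and 1883 for blebbistatin without library 32 and to 1222 for blebbistatin without library 20, and that for Y27 was 630 without library 24. With the block on runs the unadjusted counts were 1683 for Y27 and 1213 for blebbistatin. They were 734 and 474 with a mean of at least 10, and 1137 and 806 with array weights. The z-test of proportions moved the counts of called genes most, to 537 genes with Y27 and 480 with blebbistatin, or 426 without library 34.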

We compared this list with the list of genes that change by at least two-fold in response to SUN1L expression in cells cultured on the stiff substrate (Supplementary Table 2). The intersection of these two sets identifies genes that change similarly (in terms of direction and a minimum magnitude) in response to the two perturbations- myosin inhibition and LINC disruption (Fig. 3A and Supplementary Table 17). These myosin tension-dependent genes likely require an intact LINC complex for their regulation.

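No gene was called with SUN1L on 308 kPa and with either inhibitor, so the intersection of the 3 comparisons held 0 genes. At an unadjusted p under 0.05, 14 genes changed in 1 direction in all 3 comparisons, 8 of them at least 2-fold each time, and under the z-test of proportions 18 genes were called in all 3 with 1 direction. Without library 34 these numbers were 13, 6 and 13. The count of 14 rested on the control libraries, and was 30 without library 8 (21 of them at least 2-fold), 43 without library 20 (15) and 45 without library 32 (19). All 3 comparisons use the same 3 control libraries, which by themselves make fold changes alike. Across genes, the log2 fold changes of SUN1L on 308 kPa had a Pearson correlation of 0.14 with those of Y27 and of 0.15 with those of blebbistatin, and those of the 2 inhibitors of 0.68 with each other. Without library 34 the correlations that involve blebbistatin were 0.095 and 0.61. With 1 library left out, the correlation of SUN1L with Y27 ran from −0.04 to 0.45 and that with blebbistatin from −0.02 to 0.46, lowest without library 31 and highest without library 32. Simulated groups without any effect against the same controls gave correlations of 0.47 to 0.53, with a median of 0.50. The 3 fold changes had 1 sign in 37.0% of the genes, against 50.0% in the simulations. With separate KDEL libraries as controls for SUN1L and for the inhibitor, the correlations were −0.51 to −0.18, and with separate controls for each inhibitor those between the inhibitors were −0.09 to 0.09. Separate controls come from different runs of library numbers, while the other groups hold all 3 runs. A difference between runs pushes these correlations down, so they do not show the source of the positive ones. Genes are not independent replicates, and the correlations describe these libraries. From the genes that change in the same direction under both perturbations, the paper proposes a set of genes that depend on myosin tension and need an intact LINC complex for their regulation.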

We performed a further intersection analysis of LINC and myosin-dependent genes with the 194 genes that interact between substrate rigidity and SUN1L expression. 

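Since 0 genes passed the Bonferroni limit for the interaction and 0 were called in all 3 comparisons, 0 genes met both conditions. At unadjusted p-values under 0.05 for SUN1L on 308 kPa, Y27, blebbistatin and the interaction alike, 4 genes changed in 1 direction, Tmigd1, Sema3g, Spdef and Catsper1, named after their values were seen. With 1 library left out the number was 3 to 20, highest without library 32, with 16 without library 20, 11 without library 8 and 7 without library 3, and without library 34 the 4 genes were Auh, Catsper1, Sema3g and Trim67, of which Auh and Trim67 were also named after their values were seen. Sema3g was among them in each of the 18 fits. Tmigd1 had log2 fold changes of −1.94 with SUN1L, −1.34 with Y27 and −1.30 with blebbistatin, and Sema3g of −1.28, −1.45 and −1.47. Spdef rose, by 1.59, 1.58 and 1.07, and Catsper1 changed by −1.05, −1.11 and −1.38. Their log2 interactions were −2.43, −1.29, 2.69 and −1.56 in that order, and none of these passed an adjustment over all genes tested. The SUN1L effect on 308 kPa, both inhibitor effects and the interaction all use libraries 8, 20 and 32, so the 4 conditions are not independent of each other.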

We found a few interacting genes that change similarly (in direction and a minimum magnitude) in all three perturbations (LINC disruption, Y27, and blebbistatin treatment), which we further classify as genes that depend on actomyosin forces on the nucleus for their mechanosensitivity (Fig. 3B and Supplementary Table 21).

### Identification of LINC-dependent miRNAs

It is becoming increasingly clear that there are mechanosensitive miRNAs which mediate cellular responses to mechanical stimuli like shear stress^35^ and matrix strain^36^,^37^. We explored the role of the LINC complex in mediating miRNA sensitivity to substrate rigidity by performing miRNA-sequencing. Upon SUN1L expression, the number of miRNAs that changed were four-fold larger on the soft substrate compared with the stiff substrate (compare Supplementary Table 9 and Supplementary Table 10).

We integrated the miRNA and the mRNA datasets from the same samples by performing gene target analysis between experimentally observed differentially expressed mRNAs and miRNAs (Supplementary Tables 11–12 and 18–19) using IPA software. We observed a direct inverse interaction between miRNAs and mRNAs regulating critical pathways such as actin cytoskeleton signaling, Rho family GTPase signaling, paxillin, integrin and FAK signaling and calcium signaling on the soft substrate (Supplementary Figure 2). The LINC complex therefore regulates genes by affecting both mRNA and miRNA levels in fibroblasts.

### Nuclear shape mechano-sensitivity is weakly dependent on the LINC complex

LINC complex disruption alters cytoskeletal force transmission to the nucleus which can affect nucleus shape^25^,^27^,^38^. Thus LINC dependent changes in nucleus morphology might contribute to changes in gene expression through different mechanisms, including changing the location of genes relative to the nucleus periphery^39^,^40^. To test whether changes in overall nuclear shape correlated with LINC-dependent changes in gene expression, we measured nuclear shapes in SUN1L and KDEL cells (Fig. 4A and B) by confocal microscopy according to our previous methods^12^,^22^. We compared *z*-directional height, and major and minor axes in the *x-y* plane (Fig. 4B and Table 1). SUN1L expression caused slight changes in nuclear shape on both substrates (Fig. 4B), but did not eliminate the sensitivity of nucleus shape to substrate rigidity (Fig. 4B and Table 1). Thus, SUN1L expression likely does not affect mechanosensitive gene expression by altering the mechano-sensitivity of nucleus shape.

## Discussion

For many years, it has been hypothesized that the nucleus may be a mechanosensory organelle^41^. Mechanical stresses on the nucleus whether generated within the cytoskeleton or transmitted through the cytoskeleton from the cell membrane, have been shown to induce chromatin remodeling^42^,^43^,^44^, promote DNA repair^45^, promote motion of intranuclear organelles^46^ and cause direct dissociation of protein complexes inside nuclei^47^. These studies suggest that extracellular mechanical cues might regulate gene expression in part by impacting stresses on the nuclear surface. This hypothesis has proven difficult to test, owing to the lack of methods to interfere with nuclear mechanical stresses.

Here we showed that an integrated nucleus-cytoskeleton regulates genome-wide transcriptional response to substrate rigidity. What explains the observed dependence of gene mechanosensitivity on the LINC complex? One possibility is that nuclear shape affects chromatin conformation mechanically (as chromatin is linked to the nuclear lamina^48^,^49^,^50^), and therefore affects accessibility of genes to transcription factors. Healy and coworkers have demonstrated for example that nucleus shapes correlate with the expression of two genes^51^; although a causal linkage between nucleus shape and gene expression has never been directly established. As we showed here, while nucleus shape is sensitive to the rigidity of the substrate, there are only weak effects of SUN1L expression on this sensitivity (Fig. 4A and B). It appears unlikely that the subtle differences in nuclear shape on a given substrate due to SUN1L expression (Fig. 4B and Table 1) causes mechanical modulation of the large number of genes because of chromatin distortion at a global level. These results of course do not rule out the general possibility that nuclear shape changes may impact gene expression in other contexts^51^.

We note that Khatau *et al*. and Kim *et al*. have suggested that the formation of the actin cap governs nuclear shaping, and the actin cap itself is dependent on the LINC complex^52^,^53^. Li *et al*. have shown that nuclear flattening occurs early during cell spreading when apical stress fibers are absent^12^. Moreover, this flattening is independent of myosin activity. They showed that the extent of nuclear flattening is proportional to the extent of cell spreading; any perturbation which prevents cell spreading will prevent nuclear flattening on stiff substrates. In the experiments reported here, SUN1L expression did not affect cell spreading on stiff substrates (Table 1), and predictably nuclear shape was not substantially changed (Table 1 and Fig. 4B). LINC disruption did not necessarily cause rounded nuclear shapes consistent with previous findings^12^.

An alternative possibility is that *direct* mechanical force transfer to the nucleus impacts genome organization and affects gene expression. For example, actin bundles have been shown to indent the nucleus on the apical surface^54^,^55^,^56^, and there is some evidence that actin dependent nuclear deformation may regulate early gene expression^57^. In addition, forces from the cell membrane can be transmitted deep into the nucleus and cause dissociation of protein complexes in the nucleus^47^,^58^. We therefore speculate that local force transfer from the cytoskeleton to the nucleus may enable regulation of at least a sub-set of the genes reported here.

The LINC complex could alternatively regulate transcriptional regulation through non-mechanical mechanisms, such as changes in signaling pathways putatively mediated by the LINC complex. However, our identification of genes that are common to myosin inhibition and LINC disruption suggests a list of genes that likely depend directly on actomyosin tension exerted on the nucleus^14^,^33^,^56^ for their mechanosensitivity. We have previously shown that SUN1L expression softens the integrated nucleus-cytoskeleton in fibroblasts^25^, which likely indicates altered forces on the nucleus. A softer nucleo-cytoskeleton may thus play an important role in gene expression.

Our findings that LINC disruption affects genes in a broad class of cellular processes, including adhesion, motility, ion transport and wound healing highlight the physiological role of the LINC complex. Cytoskeletal, adhesion and nuclear genes are altered upon LINC disruption (Fig. 2B, Supplementary Tables 3 and 4) which is consistent with the primary function that is attributed to the LINC complex- of linking the cytoskeleton to the nucleoskeleton. It is possible that the LINC complex reinforces nucleus-cytoskeletal linkage in response to mechanical cues^59^ which leads to an upregulation of key components of the cytoskeleton and the nucleus. This is also significant because disruptions in the LINC complex can lead to functional mechanical defects at the tissue and organismal levels^60^,^61^.

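Of the genes that encode parts of the LINC complex and the nuclear lamina, 10 were set as a list, and Sun1 was the gene called on each rigidity, with 1 of 10 genes also past 0.05 adjusted over the list alone. Sun2, the paralog of Sun1, had log2 fold changes of 0.00 on 1 kPa and 0.01 on 308 kPa. The nesprin genes had log2 fold changes on 1 kPa of 0.48 (Syne1), −0.44 (Syne2), −0.35 (Syne3) and 0.57 (Syne4), and of 0.14, 0.02, −0.07 and −0.27 on 308 kPa. Emd, which encodes emerin, had −0.11 and −0.02, Lmna −0.23 and −0.07, and Lmnb2 −0.27 and −0.09. None of these 8 genes differed by more than the spread between libraries, with 0 of them at an unadjusted p under 0.05. On 308 kPa the sign of each of them changed when 1 library or another was left out, as did the signs of Emd, Sun2 and Syne3 on 1 kPa. The sizes on 1 kPa also moved. Without library 3 they were 0.13 (Syne1), −0.14 (Syne2), 0.14 (Syne4), −0.05 (Lmna) and −0.12 (Lmnb2). Without library 27 those of Syne1, Syne2, Lmna and Lmnb2 were 0.71, −0.57, −0.37 and −0.44. That of Syne4 was 1.00 without library 15.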

## Materials and Methods

### Generation of stable cell lines

By PCR cloning we generated pRetroX.Tight.puro retroviral vectors containing either the SUN1L^18^ or KDEL, the latter in which GFP replaced the HA-SUN1L protein to serve as a control. The KDEL sequence was added to target proteins to the rough endoplasmic reticulum, and to keep them from being exported to the Golgi. To generate doxycycline-inducible NIH 3T3 cells, NIH 3T3 Tet-ON 3 G cells (Clontech, Mountain View, CA, USA) were retrovirally transduced prior to selection with 0.5 μg/mL puromycin. SS-GFP-KDEL cells were further enriched by fluorescence sorting on a BD FACSJazz cell sorter. Stable cells were screened by immunofluorescence either in the presence or absence of 1 μg/mL doxycycline induction for 18 hr. Cells were routinely tested for contamination.

### Immunofluorescence Microscopy

The KDEL and SUN1L cells grown on glass coverslips were fixed with 3% (wt/vol) paraformaldehyde/PBS and permeabilized in 0.4% Triton X-100/PBS. Nesprin-3 was detected with mouse anti-nesprin-3 antibody (ab123031, LotGR158650-1, 1:500, Abcam, Cambridge, MA, USA). Rabbit anti-HA (ab9110, LotGR218331-6, 1:1,000, Abcam) was used to detect SUN1L fusion protein. Alexa Fluor-labeled goat anti-rabbit (A11034, Lot1298480, 1:1,000; Invitrogen, Carlsbad, CA, USA) and goat anti-mouse (A11031, Lot11602786, 1:1,000; Invitrogen) were used to visualize the proteins and Hoechst dye 33258 was used to label DNA. Coverslips were mounted using 10% (wt/vol) Mowiol 4–88 (Polysciences, Warrington, PA, USA). Images were obtained using a Nikon Eclipse 90i microscope (40×/0.75 NA Plan Fluor DIC M/N2 objective) and a CCD camera (CoolSNAP HQ2; Photometrics, Tucson, AZ, USA) linked to a workstation running NIS-Element software (Nikon, Melvin, NY, USA).

### Cell culture

The KDEL and SUN1L cells were cultured in Dulbecco’s modified Eagle’s medium with 4.5 g/l glucose (Mediatech, Manassas, VA, USA) supplemented with 10% Donor Bovine Serum (DBS) (Gibco, Grand Island, NY, USA) and 1% penicillin-streptomycin (Mediatech), and were maintained at 37 °C in a humidified environment with 5% CO_2_. Cells were trypsinized, seeded on hydrogel, and induced by adding 1 μg/ml doxycycline (Sigma, St. Louis, MO, USA) for 48 hr to reach a 60–70% confluency prior to lysis or fixation. For myosin inhibition, Y27632 (EMD Millipore, Billerica, MA, USA) and blebbistatin (EMD Millipore) were added to the cell medium at final concentrations of 25 μM and 10 μM, respectively, for 48 hr prior to lysing or fixing.

### Hydrogel preparation and functionalization

Fibronectin-coated (5 μg/ml, BD Biosciences, Franklin, Lakes, NJ, USA) polyacrylamide gels were prepared on glass slides (Fisher, Waltham, MA, USA) as previously described^22^. Two ratios of acrylamide to bis-acrylamide (Fisher), 50:1 and 12.5:1, were used to make gels with Young’s moduli of 1 kPa and 308 kPa, respectively. The Young’s moduli of the polyacrylamide gels were measured using a rheometer as previously described^22^.

### Microscopy and image analysis

Fixed samples were imaged using a Nikon A1 laser scanning confocal microscope (Nikon) with a 60×/1.40 NA oil immersion objective. Images were acquired and processed using NIS Elements software (Nikon). Nuclear height was measured using the full width at half maximum method^62^, and ImageJ software was used to measure the cell area, to fit an ellipse to the nucleus and to calculate its major and minor axis lengths. Nuclear height and aspect ratios were obtained as described previously^12^.

### RNA-seq library preparation, sequencing, and data analysis

After 48 hr of seeding on substrates, cells were lysed using QIAzol Lysis Reagent (Qiagen Sciences, Germantown, MD USA) following the manufacturer’s protocol. Three (3) biological replicates were used for each condition. The cell lysate was immediately stored at −80 °C and transported on dry ice to the Genomic Services Laboratory (HudsonAlpha, Huntsville, AL, USA) for RNA isolation and sequencing. Total RNA containing both mRNA as well as microRNA fractions was extracted from the cell lysate using the miRNeasy Kit with on-column DNase treatment (Qiagen Inc., Valencia, CA, USA) according to the manufacturer’s protocol. The final elution was performed in 30 μl of RNase-free sterile distilled water. The concentration and integrity of the extracted total RNA were estimated using the Qubit 2.0 Fluorometer (Invitrogen) and Agilent 2100 Bioanalyzer (Applied Biosystems, Carlsbad, CA, USA), respectively. RNA samples with RNA integrity numbers (RIN) of at least 7.0 were used for further processing.

Five hundred nanograms of total RNA for samples with RIN values of greater than 7.0 was required for downstream RNA-seq applications. One microliter of a 1:100 dilution of ERCC spike-in consisting of either Mix 1 or Mix 2 (Invitrogen) was added to each sample. Polyadenylated RNAs were isolated using NEBNext Magnetic Oligo d(T)25 Beads. The NEBNext mRNA Library Prep Reagent Set for Illumina (New England BioLabs Inc., Ipswich, MA, USA) was used to prepare individually bar-coded next-generation sequencing expression libraries. Library quality was assessed using the Qubit 2.0 Fluorometer, and the library concentration was estimated by utilizing a DNA 1000 Chip on an Agilent 2100 Bioanalyzer. Accurate quantification for sequencing applications was determined using the qPCR-based KAPA Biosystems Library Quantification Kit (Kapa Biosystems, Inc., Woburn, MA, USA). Each library was diluted to a final concentration of 12.5 nM and pooled in an equimolar ratio prior to clustering. Paired-end sequencing (25 million, 50-bp, paired-end reads) was performed on an Illumina HiSeq2500 sequencer (Illumina, Inc., San Diego, CA, USA).

Post-processing of the sequencing reads from RNA-seq experiments for each sample was performed using the Genomic Services Laboratory unique in-house RNA-seq data analysis pipeline. Briefly, quality control checks on raw sequence data for each sample were performed using FastQC (Babraham Bioinformatics, Cambridge, UK). Raw reads were mapped to the reference mouse genome mm9 using TopHat v2.0^63^. The alignment metrics of the mapped reads were estimated using SAMtools^64^. Aligned reads were imported to the commercial data analysis platform AvadisNGS (Strand Scientifics, CA, USA). After quality inspection, the aligned reads were filtered on the basis of read quality metrics; reads with a base quality score of less than 30, alignment score of less than 95, and mapping quality of less than 40 were removed. Remaining reads were then filtered on the basis of their read statistics; missing mates, translocated, unaligned, and flipped reads were removed. The reads list was then filtered to remove duplicates.

Samples were grouped and transcript abundance was quantified for this final read list using Trimmed Means of M-values as the normalization method^65^. Output data utilized for all subsequent comparisons were summarized as normalized signal values generated by AvadisNGS. Differential expression of genes was calculated on the basis of fold changes (using the default cut-off ≥ ±2.0) observed in comparisons between defined conditions, and the *p*-value of the differentially expressed gene list was estimated by z-score calculations using Benjamini Hochberg^26^ corrections of 0.05 for false-discovery rate. A gene ontology (GO) analysis was performed on the list of differentially expressed mRNAs between samples. Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.7^66^,^67^ was used for this analysis. A functional annotation enrichment analysis was performed; functional annotation clustering based on biological processes, cellular components, and molecular functions demonstrating enrichment in the dataset was examined. Ingenuity Pathway Analysis (IPA, Ingenuity Systems, www.ingenuity.com, Redwood City, CA, USA) software was used to analyze the unique canonical pathways, biological functions, and networks affected by LINC complex disruption on each substrate. Additionally, a two-way analysis of variance (ANOVA) was applied to the entire gene dataset for detecting statistical interaction between substrate rigidity and LINC complex disruption at a Bonferroni-corrected *p* < 0.05. Additional GO-based analyses were performed using DAVID for genes that were significantly affected in the interaction analysis. Sequencing data were deposited in the Gene Expression Omnibus (GEO) repository under series accession numbers GSE77521, GSE77520, GSE 77472.

### MicroRNA (miRNA) Library Preparation, Sequencing and data analysis

Total RNA from each sample was taken into small RNA library preparation protocol using NEBNext Small RNA Library Prep Set for Illumina (New England BioLabs Inc., Ipswich, MA, USA) according to manufacturer’s protocol. Briefly, 3′ adapters were ligated to total input RNA followed by hybridization of multiplex SR RT primers and ligation of multiplex 5′ SR adapters. Reverse transcription (RT) was done using ProtoScript II RT for 1 hour at 50 °C. Immediately after RT reaction, PCR amplification was performed for 15 cycles using LongAmp Taq 2X master mix. Illumina indexed primers were added to uniquely barcode each sample. Post- PCR material was purified using QIAquick PCR purification kit (Qiagen Inc., Valencia, CA, USA). Post-PCR yield and concentration of the prepared libraries were assessed using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, California, USA) and DNA 1000 chip on Agilent 2100 Bioanalyzer (Applied Biosystems, Carlsbad, CA, USA), respectively. Size selection of small RNA was done using a 3% dye free agarose gel cassettes on Pippin prep instrument (Sage Science Inc., Beverly, MA, USA). Post-size selection yield and concentration of the libraries were assessed using Qubit 2.0 Fluorometer and DNA High sensitivity chip on Agilent 2100 Bioanalyzer, respectively. Accurate quantification for sequencing applications was performed using the qPCR-based KAPA Biosystems Library Quantification kit (Kapa Biosystems, Inc., Woburn, MA, USA). Each library was diluted to a final concentration of 1.25 nM and pooled in equimolar ratios prior to clustering. Single End (SE) sequencing (50 bp) was performed to generate at least 15 million reads per sample on an Illumina HiSeq2500 sequencer (Illumina, Inc., San Diego, CA, USA).

Post processing of the sequencing reads from miRNA-seq experiments from each sample was performed as per the Genomic Services Laboratory unique in-house pipeline. Briefly, quality control checks on raw sequence data from each sample was performed using FastQC (Babraham Bioinformatics, London, UK). Raw reads were imported on a commercial data analysis platform AvadisNGS (Strand Scientifics, CA, USA). Adapter trimming was done to remove ligated adapter from 3′ end of the sequenced reads with only one mismatch allowed, poorly aligned 3′ ends were also trimmed. Sequences shorter than 15 nucleotides length were excluded from further analysis. Trimmed Reads with low qualities (base quality score less than 30, alignment score less than 95, mapping quality less than 40) were removed. Filtered reads were then used to extract and count the small RNA which was annotated with micro RNAs from the miRBase release 20 database. The quantification operation carries out measurement at both the gene level and at the active region level. Active region quantification considers only reads whose 5′ end matches the 5′ end of the mature miRNA annotation. The expression values obtained thus are called ‘raw counts’, candidate miRNAs having less than 10 counts were filtered. Samples were then grouped as identifiers and the differential expression of miRNA was calculated on the basis of their fold change (default cut-off ≥ ±2.0) observed between different groups, *p*-value of differentially expressed miRNA’s was estimated by implementing z-score calculations using Benjamini Hochberg^26^ FDR corrections of 0.05. Gene target analysis for the differentially expressed miRNA was determined on IPA using the miRNA target filter using experimentally validated interactions from TarBase and miRecords, as well as predicted microRNA-mRNA interactions from TargetScan.

### Quantitative RT-PCR (qPCR)

The same RNA used to generate libraries for RNAseq was also used to validate RNAseq results by qPCR. Reverse transcription was performed using the SuperScript IV Reverse Transcriptase (Life Technologies; Grand Island, NY, USA). Quantitative PCR was performed using Taqman primers and probes on a QuantStudio 12 K Flex Real-Time PCR System (Applied Biosystems/Life Technologies). Control qPCR reactions included substitution of No template RT and nuclease free water only, in place of primers and template, to ensure specific amplification in all assays. Dissociation curves for primer sets were evaluated to ensure that no amplicon-dependent amplification occurred. Data generated by qPCR were analyzed using the ΔΔCT method as described by Applied Biosystems (ABI User Bulletin 2, 2001). In this protocol, C_T_ values of both sample and calibrator were normalized to an endogenous reference gene, in this case GAPDH (Supplementary Table 20), for which expression was unaffected by disruption of LINC complex. 

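In the RNA sequencing libraries Gapdh (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467 of GRCm38) had a normalized signal of 34540 ± 3786 (SD, n = 3) in KDEL and 29410 ± 11070 (SD, n = 3) in SUN1L cells on 1 kPa. On 308 kPa the signal was 31190 ± 11690 (SD, n = 3) and 30280 ± 14220 (SD, n = 3). The log2 fold change was −0.30 on 1 kPa and −0.09 on 308 kPa (standard error 0.41 each), with adjusted p-values from limma of 0.930 and 1, so neither difference exceeded the spread between libraries. The lowest signals were 17640 in library 3, 16110 in library 7 and 20570 in library 8, of which the last is a KDEL library. Without library 3 the log2 fold change on 1 kPa was 0.03, and without library 27 it was −0.56. On 308 kPa it was 0.30 without library 7, 0.18 without library 32, −0.36 without library 8 and −0.43 without library 31.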

Genes chosen for qPCR analyses included: POF1B (Premature Ovarian Failure, 1B), YWHAZ (Tyrosine 3-Monooxygenase/Tryptophan 5-Monooxygenase Activation Protein, Zeta) and SNW1 (SNW Domain Containing 1).

## Additional Information

**How to cite this article**: Alam, S. G. *et al*. The mammalian LINC complex regulates genome transcriptional responses to substrate rigidity. *Sci. Rep.* **6**, 38063; doi: 10.1038/srep38063 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Figures

Supplementary Dataset 1

## Figures and Tables

**Figure 1:**
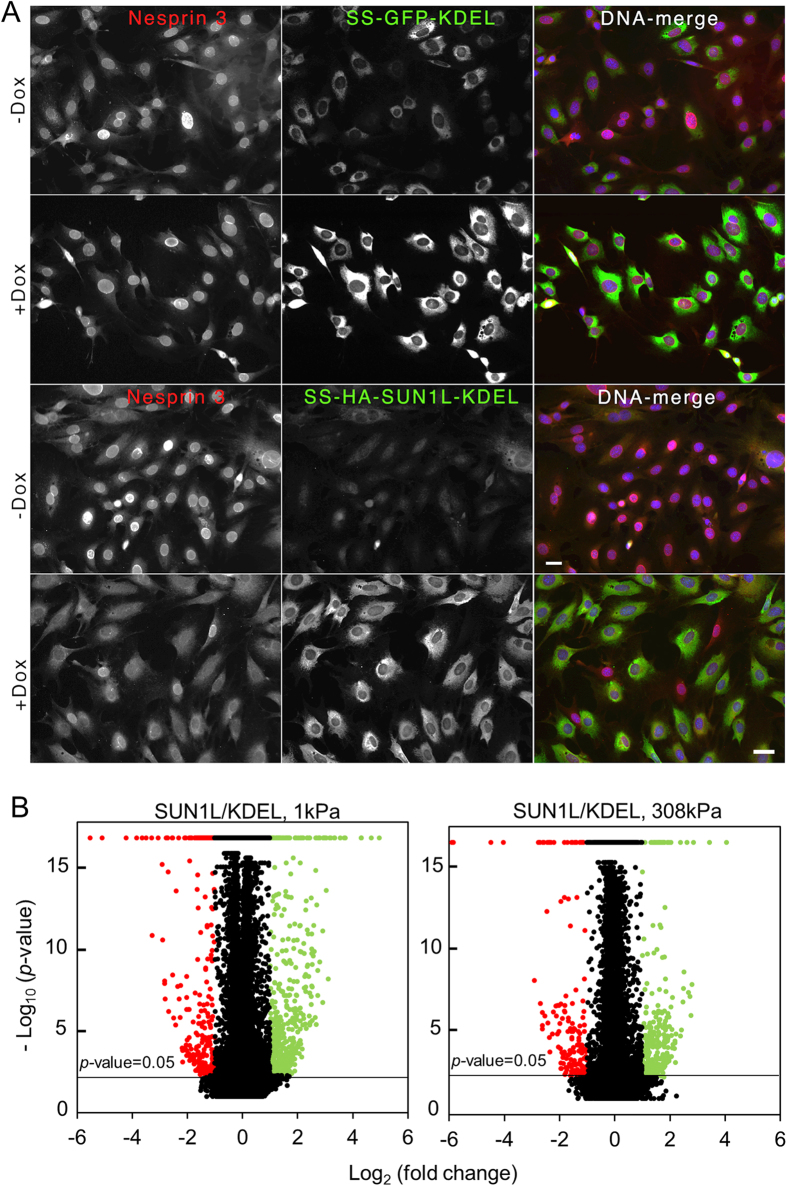
The LINC complex exerts control over the transcriptome. (**A**) Inducible perturbation of the LINC-complex by SUN1L-KDEL. NIH 3T3 TetON cells were induced to express either SS-GFP-KDEL (control, KDEL) or SS-HA-SUN1L-KDEL (SUN1L) by the addition of doxycycline (+Dox). Untreated cells received no doxycycline (−Dox). When expressed, only the SUN1L but not the KDEL control (both green) led to loss of nesprin-3 (red) from the nuclear envelope. DNA is labeled with Hoechst dye (blue) in the merged image. Bar, 30 μm. (**B**) Volcano plots of statistical significance versus fold change between KDEL and SUN1L cells on 1-kPa (left) and 308-kPa (right) substrates; significantly differentially expressed genes are shown in red (downregulated) and green (upregulated). The horizontal line indicates the significance threshold, *p* = 0.05.

**Figure 2:**
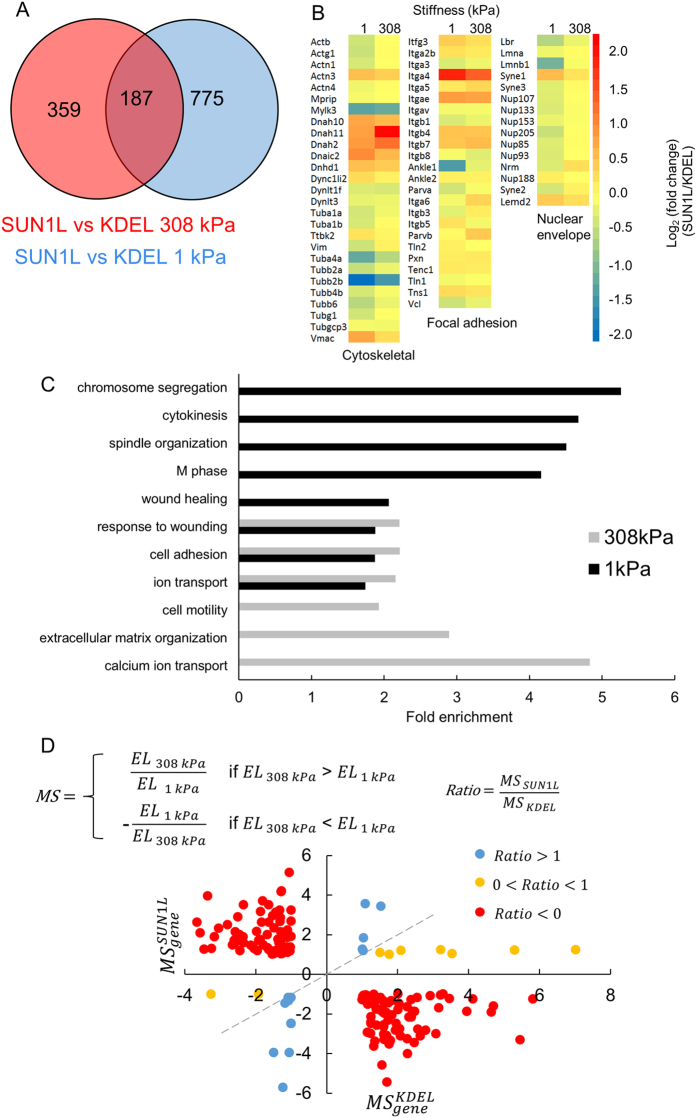
LINC disruption affects genes differently on soft versus stiff substrates. (**A**) Venn diagram summarizing counts of genes that were significantly differentially expressed (*p* < 0.05; |fold change| >2) between KDEL and SUN1L samples on 1 and 308 kPa substrates. (**B**) Heat maps depicting statistically significant gene expression changes upon LINC complex disruption for selected genes for cells cultured on different substrate rigidities. (**C**) Results of a DAVID analysis showing selected significantly enriched biological processes for genes that were differentially expressed upon LINC complex disruption on soft and stiff substrates. (**D**) Upon LINC disruption, a few genes gained mechanosensitivity (ratio
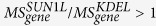
, blue solid circles), other genes lost mechanosensitivity (
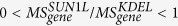
, yellow solid circles) and the majority of genes reversed the direction of mechanosensitivity (
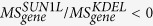
, red solid circles). Mechanosensitivity is calculated as the ratio of the expression levels (*EL*) between the two substrate rigidities as shown.

**Figure 3:**
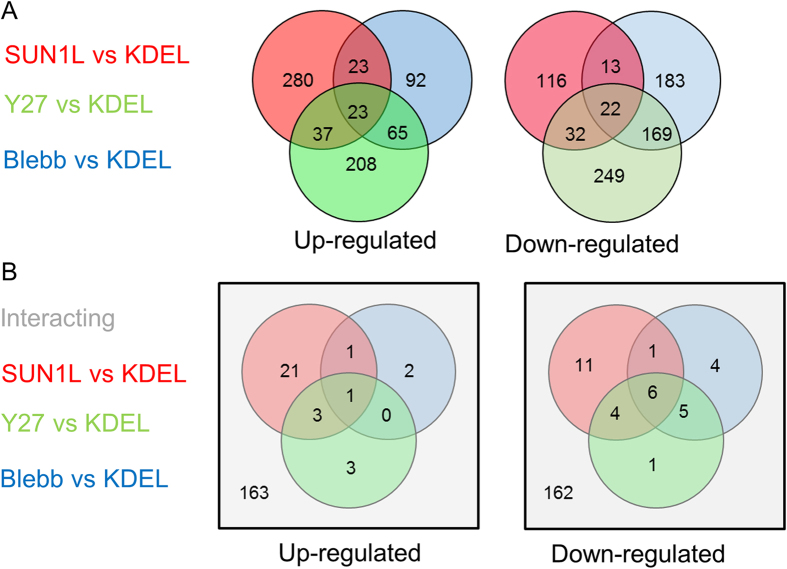
Myosin tension-dependent genes that require an intact LINC complex for their regulation. (**A**) Shown are Venn diagrams summarizing counts of genes that were significantly differentially expressed (*p* < 0.05; fold change >2 (left) and <−2 (right)) in a similar direction upon LINC complex disruption (red), non-muscle myosin II inhibition with blebbistatin (blue), and inhibition of Rho-kinase activity with Y27632 (green). (**B**) Intersection of the list of interacting genes (gray) with each of the three perturbations in A: LINC disruption (red), Y27 (green) and blebbistatin (blue) treatment.

**Figure 4:**
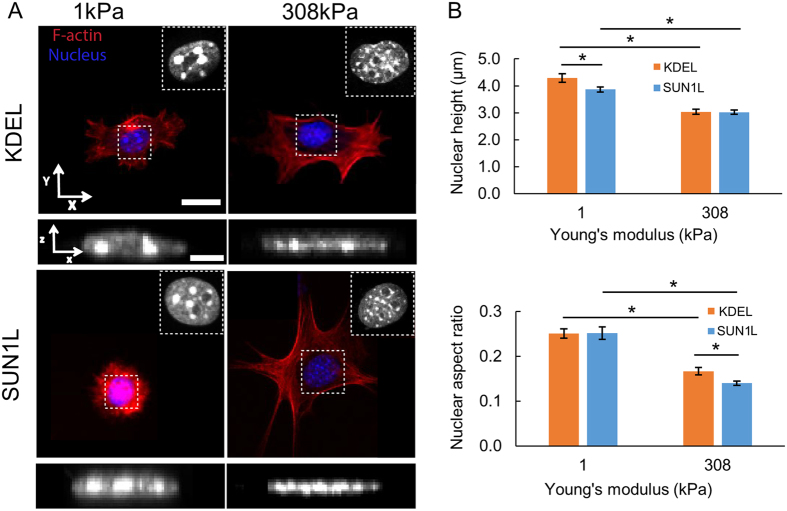
Nuclear shape sensitivity to substrate rigidity is weakly dependent on the LINC complex. (**A**) Confocal images of fixed KDEL (top) and SUN1L (bottom) cells on 1-kPa (left) and 308-kPa (right) substrates, stained with phalloidin for F-actin (red) and Hoechst for DNA (blue), showing the cell and nuclear shapes under various conditions. LINC complex disruption caused minor nuclear shape changes and did not eliminate the nuclear shape sensitivity to substrate rigidity. Bar, 20 μm (*x*-*y* view) and 5 μm (*x*-*z* view). (**B**) Bar graphs of nuclear height (top) and nuclear aspect ratio (bottom) of KDEL and SUN1L cells on 1 and 308 kPa gels showing that disruption of the LINC complex does not alter nuclear shape considerably. Error bars represent standard error of the mean (s.e.m.). *n* ≥ 30 for each condition.

**Table 1:** Quantification of nuclear shape change between KDEL and SUN1L cells showing only minor shape differences.

Cell condition	KDEL		SUN1L	
Substrate rigidity (kPa)	1	308	1	308
Nuclear height (μm)	4.3 ± 0.2^*^	3.0 ± 0.1	3.9 ± 0.1^*,#^	3.0 ± 0.1
Nuclear x-z aspect ratio	0.25 ± 0.01^*^	0.17 ± 0.01	0.25 ± 0.01^*^	0.14 ± 0.01^#^
Nuclear x-y aspect ratio	0.75 ± 0.01	0.72 ± 0.01	0.81 ± 0.01^*,#^	0.70 ± 0.01
Cell spreading area(μm^2^)	1250 ± 80^*^	2600 ± 200	830 ± 40^*,#^	2300 ± 100

LINC complex disruption did not eliminate the nuclear shape sensitivity to substrate rigidity as revealed by the similar trend in the x-z aspect ratio and cell spreading area between 1 kPa and 308 kPa of KDEL and SUN1L cells. Results reported as mean ± s.e.m. *n* ≥ 30 for each condition.

^*^p < 0.05 comparing to the same cell condition on the 308 kPa substrate using ANOVA.

^#^*p* < 0.05 com*p*aring to KDEL on the same substrate rigidity using ANOVA.

## References

[b1] DischerD. E., JanmeyP. & WangY. L. Tissue cells feel and respond to the stiffness of their substrate. Science 310, 1139–1143, doi: 10.1126/science.1116995 (2005).16293750

[b2] PathakA. & KumarS. Independent regulation of tumor cell migration by matrix stiffness and confinement. Proc Natl Acad Sci USA 109, 10334–10339, doi: 10.1073/pnas.1118073109 (2012).22689955PMC3387066

[b3] WeiS. C. . Matrix stiffness drives epithelial-mesenchymal transition and tumour metastasis through a TWIST1-G3BP2 mechanotransduction pathway. Nat Cell Biol 17, 678–688, doi: 10.1038/ncb3157 (2015).25893917PMC4452027

[b4] PaszekM. J. . Tensional homeostasis and the malignant phenotype. Cancer Cell 8, 241–254, doi: 10.1016/j.ccr.2005.08.010 (2005).16169468

[b5] PeytonS. R. & PutnamA. J. Extracellular matrix rigidity governs smooth muscle cell motility in a biphasic fashion. J Cell Physiol 204, 198–209, doi: 10.1002/jcp.20274 (2005).15669099

[b6] GuptaM. . Adaptive rheology and ordering of cell cytoskeleton govern matrix rigidity sensing. Nat Commun 6, 7525, doi: 10.1038/ncomms8525 (2015).26109233PMC4599139

[b7] EnglerA. J., SenS., SweeneyH. L. & DischerD. E. Matrix elasticity directs stem cell lineage specification. Cell 126, 677–689, doi: 10.1016/j.cell.2006.06.044 (2006).16923388

[b8] ChanC. E. & OddeD. J. Traction dynamics of filopodia on compliant substrates. Science 322, 1687–1691, doi: 10.1126/science.1163595 (2008).19074349

[b9] PelhamR. J. & WangY. Cell locomotion and focal adhesions are regulated by substrate flexibility. Proc Natl Acad Sci USA 94, 13661–13665 (1997).939108210.1073/pnas.94.25.13661PMC28362

[b10] Reinhart-KingC. A., DemboM. & HammerD. A. The dynamics and mechanics of endothelial cell spreading. Biophys J 89, 676–689, doi: 10.1529/biophysj.104.054320 (2005).15849250PMC1366566

[b11] HenryS. J., ChenC. S., CrockerJ. C. & HammerD. A. Protrusive and Contractile Forces of Spreading Human Neutrophils. Biophys J 109, 699–709, doi: 10.1016/j.bpj.2015.05.041 (2015).26287622PMC4547143

[b12] LiY. . Moving Cell Boundaries Drive Nuclear Shaping during Cell Spreading. Biophys J 109, 670–686, doi: 10.1016/j.bpj.2015.07.006 (2015).26287620PMC4547341

[b13] BurkeB. & RouxK. J. Nuclei take a position: managing nuclear location. Dev Cell 17, 587–597, doi: 10.1016/j.devcel.2009.10.018 (2009).19922864

[b14] ChancellorT. J., LeeJ., ThodetiC. K. & LeleT. Actomyosin tension exerted on the nucleus through nesprin-1 connections influences endothelial cell adhesion, migration, and cyclic strain-induced reorientation. Biophys J 99, 115–123, doi: 10.1016/j.bpj.2010.04.011 (2010).20655839PMC2895377

[b15] TapleyE. C. & StarrD. A. Connecting the nucleus to the cytoskeleton by SUN-KASH bridges across the nuclear envelope. Curr Opin Cell Biol 25, 57–62, doi: 10.1016/j.ceb.2012.10.014 (2013).23149102PMC3578026

[b16] LuxtonG. W. & StarrD. A. KASHing up with the nucleus: novel functional roles of KASH proteins at the cytoplasmic surface of the nucleus. Curr Opin Cell Biol 28, 69–75, doi: 10.1016/j.ceb.2014.03.002 (2014).24704701PMC4061269

[b17] LombardiM. L. . The interaction between nesprins and sun proteins at the nuclear envelope is critical for force transmission between the nucleus and cytoskeleton. J Biol Chem 286, 26743–26753, doi: 10.1074/jbc.M111.233700 (2011).21652697PMC3143636

[b18] CrispM. . Coupling of the nucleus and cytoplasm: role of the LINC complex. J Cell Biol 172, 41–53, doi: 10.1083/jcb.200509124 (2006).16380439PMC2063530

[b19] StarrD. A. & FridolfssonH. N. Interactions between nuclei and the cytoskeleton are mediated by SUN-KASH nuclear-envelope bridges. Annu Rev Cell Dev Biol 26, 421–444, doi: 10.1146/annurev-cellbio-100109-104037 (2010).20507227PMC4053175

[b20] SimonD. N. & WilsonK. L. The nucleoskeleton as a genome-associated dynamic ‘network of networks’. Nat Rev Mol Cell Biol 12, 695–708, doi: 10.1038/nrm3207 (2011).21971041

[b21] LammerdingJ. . Lamin A/C deficiency causes defective nuclear mechanics and mechanotransduction. J Clin Invest 113, 370–378, doi: 10.1172/JCI19670 (2004).14755334PMC324542

[b22] LovettD. B., ShekharN., NickersonJ. A., RouxK. J. & LeleT. P. Modulation of Nuclear Shape by Substrate Rigidity. Cell Mol Bioeng 6, 230–238, doi: 10.1007/s12195-013-0270-2 (2013).23914256PMC3727663

[b23] StarrD. A. KASH and SUN proteins. Curr Biol 21, R414–415, doi: 10.1016/j.cub.2011.04.022 (2011).21640895PMC5518751

[b24] RouxK. J. . Nesprin 4 is an outer nuclear membrane protein that can induce kinesin-mediated cell polarization. Proc Natl Acad Sci USA 106, 2194–2199, doi: 10.1073/pnas.0808602106 (2009).19164528PMC2650131

[b25] NeelamS. . Direct force probe reveals the mechanics of nuclear homeostasis in the mammalian cell. Proc Natl Acad Sci USA 112, 5720–5725, doi: 10.1073/pnas.1502111112 (2015).25901323PMC4426403

[b26] BenjaminiY. & HochbergY. Controlling the false discovery rate - a practical and powerful approach to multiple testing. Journal of the Royal Statistical Society Series B-Methodological 57, 289–300 (1995).

[b27] AlamS. G. . The nucleus is an intracellular propagator of tensile forces in NIH 3T3 fibroblasts. J Cell Sci 128, 1901–1911, doi: 10.1242/jcs.161703 (2015).25908852PMC4457156

[b28] WuJ. . Actomyosin pulls to advance the nucleus in a migrating tissue cell. Biophys J 106, 7–15, doi: 10.1016/j.bpj.2013.11.4489 (2014).24411232PMC3907209

[b29] BanerjeeI. . Targeted ablation of nesprin 1 and nesprin 2 from murine myocardium results in cardiomyopathy, altered nuclear morphology and inhibition of the biomechanical gene response. PLoS Genet 10, e1004114, doi: 10.1371/journal.pgen.1004114 (2014).24586179PMC3930490

[b30] TeeS. Y., FuJ., ChenC. S. & JanmeyP. A. Cell shape and substrate rigidity both regulate cell stiffness. Biophys J 100, L25–27, doi: 10.1016/j.bpj.2010.12.3744 (2011).21354386PMC3043219

[b31] Kraning-RushC. M., CareyS. P., CalifanoJ. P., SmithB. N. & Reinhart-KingC. A. The role of the cytoskeleton in cellular force generation in 2D and 3D environments. Phys Biol 8, 015009, doi: 10.1088/1478-3975/8/1/015009 (2011).21301071PMC3138199

[b32] EnglerA. J. . Embryonic cardiomyocytes beat best on a matrix with heart-like elasticity: scar-like rigidity inhibits beating. J Cell Sci 121, 3794–3802, doi: 10.1242/jcs.029678 (2008).18957515PMC2740334

[b33] ArsenovicP. T. . Nesprin-2G, a Component of the Nuclear LINC Complex, Is Subject to Myosin-Dependent Tension. Biophys J 110, 34–43, doi: 10.1016/j.bpj.2015.11.014 (2016).26745407PMC4805861

[b34] LoC. M., WangH. B., DemboM. & WangY. L. Cell movement is guided by the rigidity of the substrate. Biophys J 79, 144–152, doi: 10.1016/S0006-3495(00)76279-5 (2000).10866943PMC1300921

[b35] SonD. J. . The atypical mechanosensitive microRNA-712 derived from pre-ribosomal RNA induces endothelial inflammation and atherosclerosis. Nat Commun 4, 3000, doi: 10.1038/ncomms4000 (2013).24346612PMC3923891

[b36] RapeA. D., ZibinskyM., MurthyN. & KumarS. A synthetic hydrogel for the high-throughput study of cell-ECM interactions. Nat Commun 6, 8129, doi: 10.1038/ncomms9129 (2015).26350361PMC4566157

[b37] KuoY. C. . Human mesenchymal stem cells suppress the stretch-induced inflammatory miR-155 and cytokines in bronchial epithelial cells. PLoS One 8, e71342, doi: 10.1371/journal.pone.0071342 (2013).23967196PMC3742760

[b38] DickinsonR. B., NeelamS. & LeleT. P. Dynamic, mechanical integration between nucleus and cell- where physics meets biology. Nucleus 6, 360–365, doi: 10.1080/19491034.2015.1090074 (2015).26338356PMC4915499

[b39] MeaburnK. J., GudlaP. R., KhanS., LockettS. J. & MisteliT. Disease-specific gene repositioning in breast cancer. J Cell Biol 187, 801–812, doi: jcb.200909127 [pii]10.1083/jcb.200909127 (2009).1999593810.1083/jcb.200909127PMC2806312

[b40] MeaburnK. J. & MisteliT. Cell biology: chromosome territories. Nature 445, 379–781, doi: 445379a [pii]10.1038/445379a (2007).1725197010.1038/445379a

[b41] WangN., TytellJ. D. & IngberD. E. Mechanotransduction at a distance: mechanically coupling the extracellular matrix with the nucleus. Nat Rev Mol Cell Biol 10, 75–82, doi: 10.1038/nrm2594 (2009).19197334

[b42] IyerK. V., PulfordS., MogilnerA. & ShivashankarG. V. Mechanical activation of cells induces chromatin remodeling preceding MKL nuclear transport. Biophys J 103, 1416–1428, doi: 10.1016/j.bpj.2012.08.041 (2012).23062334PMC3471483

[b43] TohK. C., RamdasN. M. & ShivashankarG. V. Actin cytoskeleton differentially alters the dynamics of lamin A, HP1α and H2B core histone proteins to remodel chromatin condensation state in living cells. Integr Biol (Camb) 7, 1309–1317, doi: 10.1039/c5ib00027k (2015).26359759

[b44] BoothE. A., SpagnolS. T., AlcoserT. A. & DahlK. N. Nuclear stiffening and chromatin softening with progerin expression leads to an attenuated nuclear response to force. Soft Matter 11, 6412–6418, doi: 10.1039/c5sm00521c (2015).26171741

[b45] LottersbergerF., KarssemeijerR. A., DimitrovaN. & de LangeT. 53BP1 and the LINC Complex Promote Microtubule-Dependent DSB Mobility and DNA Repair. Cell 163, 880–893, doi: 10.1016/j.cell.2015.09.057S0092-8674(15)01327-6 [pii] (2015).26544937PMC4636737

[b46] ZhangQ. . Coordinated Dynamics of RNA Splicing Speckles in the Nucleus. J Cell Physiol, doi: 10.1002/jcp.25224 (2015).PMC475583326496460

[b47] PohY. C. . Dynamic force-induced direct dissociation of protein complexes in a nuclear body in living cells. Nat Commun 3, 866, doi: 10.1038/ncomms1873 (2012).22643893PMC3388544

[b48] Osmanagic-MyersS., DechatT. & FoisnerR. Lamins at the crossroads of mechanosignaling. Genes Dev 29, 225–237, doi: 10.1101/gad.255968.114 (2015).25644599PMC4318140

[b49] BerkJ. M. . The molecular basis of emerin-emerin and emerin-BAF interactions. Journal of cell science 127, 3956–3969, doi: 10.1242/jcs.148247 (2014).25052089PMC4163644

[b50] Montes de OcaR., ShoemakerC. J., GucekM., ColeR. N. & WilsonK. L. Barrier-to-autointegration factor proteome reveals chromatin-regulatory partners. PloS one 4, e7050, doi: 10.1371/journal.pone.0007050 (2009).19759913PMC2739719

[b51] ThomasC. H., CollierJ. H., SfeirC. S. & HealyK. E. Engineering gene expression and protein synthesis by modulation of nuclear shape. Proc Natl Acad Sci USA 99, 1972–1977, doi: 10.1073/pnas.032668799 (2002).11842191PMC122304

[b52] KhatauS. B. . A perinuclear actin cap regulates nuclear shape. Proc Natl Acad Sci USA 106, 19017–19022, doi: 10.1073/pnas.0908686106 (2009).19850871PMC2776434

[b53] KimD. H. . Actin cap associated focal adhesions and their distinct role in cellular mechanosensing. Sci Rep 2, 555, doi: 10.1038/srep00555 (2012).22870384PMC3412326

[b54] VersaevelM., GrevesseT. & GabrieleS. Spatial coordination between cell and nuclear shape within micropatterned endothelial cells. Nat Commun 3, 671, doi: 10.1038/ncomms1668 (2012).22334074

[b55] LiQ., KumarA., MakhijaE. & ShivashankarG. V. The regulation of dynamic mechanical coupling between actin cytoskeleton and nucleus by matrix geometry. Biomaterials 35, 961–969, doi: 10.1016/j.biomaterials.2013.10.037 (2014).24183171

[b56] LuxtonG. W., GomesE. R., FolkerE. S., WormanH. J. & GundersenG. G. TAN lines: a novel nuclear envelope structure involved in nuclear positioning. Nucleus 2, 173–181, doi: 10.4161/nucl.2.3.16243 (2011).21818410PMC3149877

[b57] GuptaS., MarcelN., SarinA. & ShivashankarG. V. Role of actin dependent nuclear deformation in regulating early gene expression. PLoS One 7, e53031, doi: 10.1371/journal.pone.0053031 (2012).23285252PMC3532443

[b58] TajikA. . Transcription upregulation via force-induced direct stretching of chromatin. Nat Mater, doi: 10.1038/nmat4729 (2016).PMC512101327548707

[b59] GuilluyC. . Isolated nuclei adapt to force and reveal a mechanotransduction pathway in the nucleus. Nat Cell Biol 16, 376–381, doi: 10.1038/ncb2927 (2014).24609268PMC4085695

[b60] MeinkeP. . Muscular dystrophy-associated SUN1 and SUN2 variants disrupt nuclear-cytoskeletal connections and myonuclear organization. PLoS Genet 10, e1004605, doi: 10.1371/journal.pgen.1004605 (2014).25210889PMC4161305

[b61] BurkeB. & StewartC. L. Functional architecture of the cell’s nucleus in development, aging, and disease. Curr Top Dev Biol 109, 1–52, doi: 10.1016/B978-0-12-397920-9.00006-8 (2014).24947235

[b62] KuypersL. C., DecraemerW. F., DirckxJ. J. & TimmermansJ. P. A procedure to determine the correct thickness of an object with confocal microscopy in case of refractive index mismatch. J Microsc 218, 68–78, doi: 10.1111/j.1365-2818.2005.01457.x (2005).15817065

[b63] LangmeadB., TrapnellC., PopM. & SalzbergS. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10, R25, doi: 10.1186/gb-2009-10-3-r25 (2009).19261174PMC2690996

[b64] LiH. . The Sequence Alignment/Map format and SAMtools. Bioinformatics 25, 2078–2079, doi: 10.1093/bioinformatics/btp352 (2009).19505943PMC2723002

[b65] RobinsonM. D. & OshlackA. A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol 11, R25, doi: 10.1186/gb-2010-11-3-r25 (2010).20196867PMC2864565

[b66] Huangd. W., ShermanB. T. & LempickiR. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4, 44–57, doi: 10.1038/nprot.2008.211 (2009).19131956

[b67] Huangd. W., ShermanB. T. & LempickiR. A. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res 37, 1–13, doi: 10.1093/nar/gkn923 (2009).19033363PMC2615629

# Supplementary material for: The mammalian LINC complex regulates genome transcriptional responses to substrate rigidity
**Source:** Sci Rep. 2016 Dec 1;6:38063. doi: 10.1038/srep38063
**Supplement:** Supplementary Figures

# **The mammalian LINC complex regulates genome transcriptional responses to substrate rigidity**

**Samer G. Alam<sup>1</sup>, Qiao Zhang<sup>1</sup>, Nripesh Prasad<sup>2</sup>, Yuan Li<sup>1</sup>, Srikar Chamala<sup>3</sup>, Ram Kuchibhotla<sup>1</sup>, Birendra KC<sup>4</sup>, Varun Aggarwal<sup>1</sup>, Shristi Shrestha<sup>2, 5</sup>, Angela L. Jones<sup>2</sup>, Shawn E. Levy<sup>2</sup>, Kyle J. Roux<sup>4</sup>, Jeffrey A. Nickerson<sup>6</sup>, and Tanmay P. Lele<sup>1,\*</sup>**

Sequencing data were deposited in the Gene Expression Omnibus (GEO) repository under series accession numbers GSE77521, GSE77520, GSE 77472.

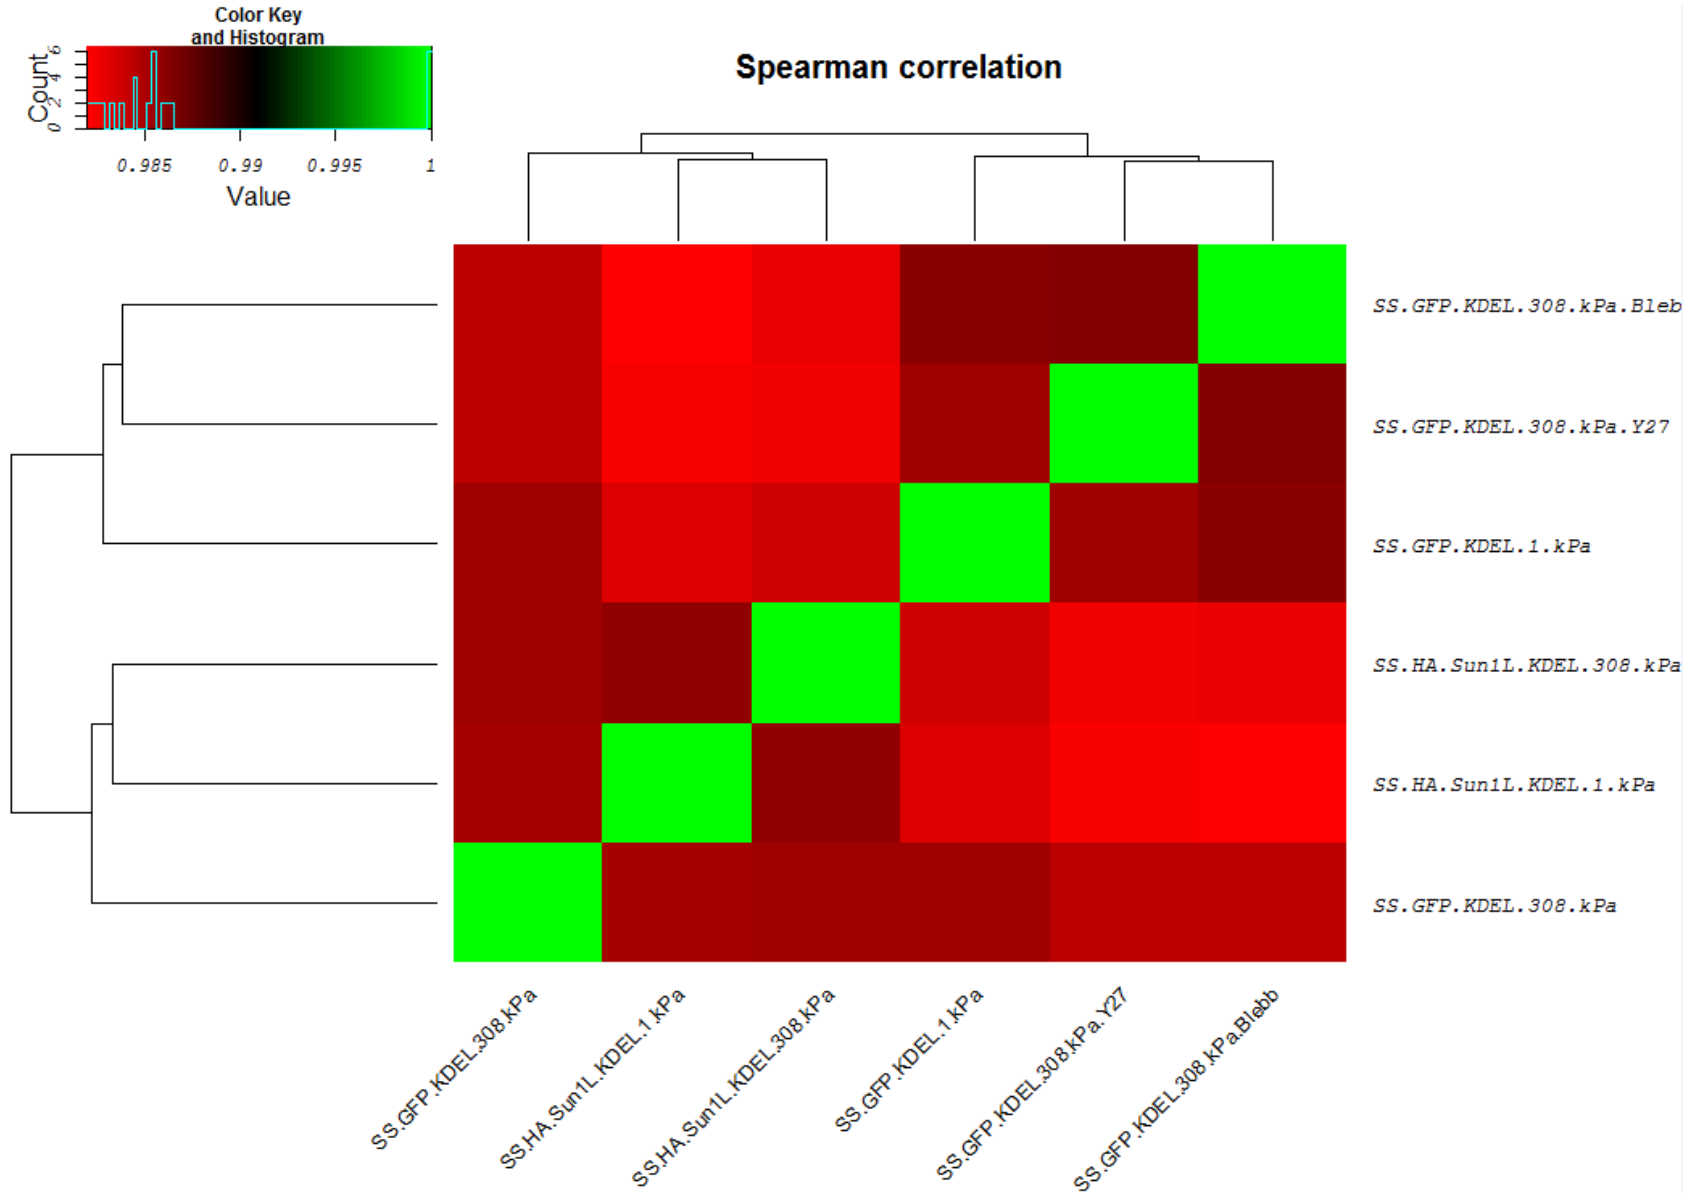

**Supplementary Figure 1:** Spearman correlation matrix between the indicated samples, measured over gene expression levels of all expressed genes. The matrix is clustered with hierarchical clustering.

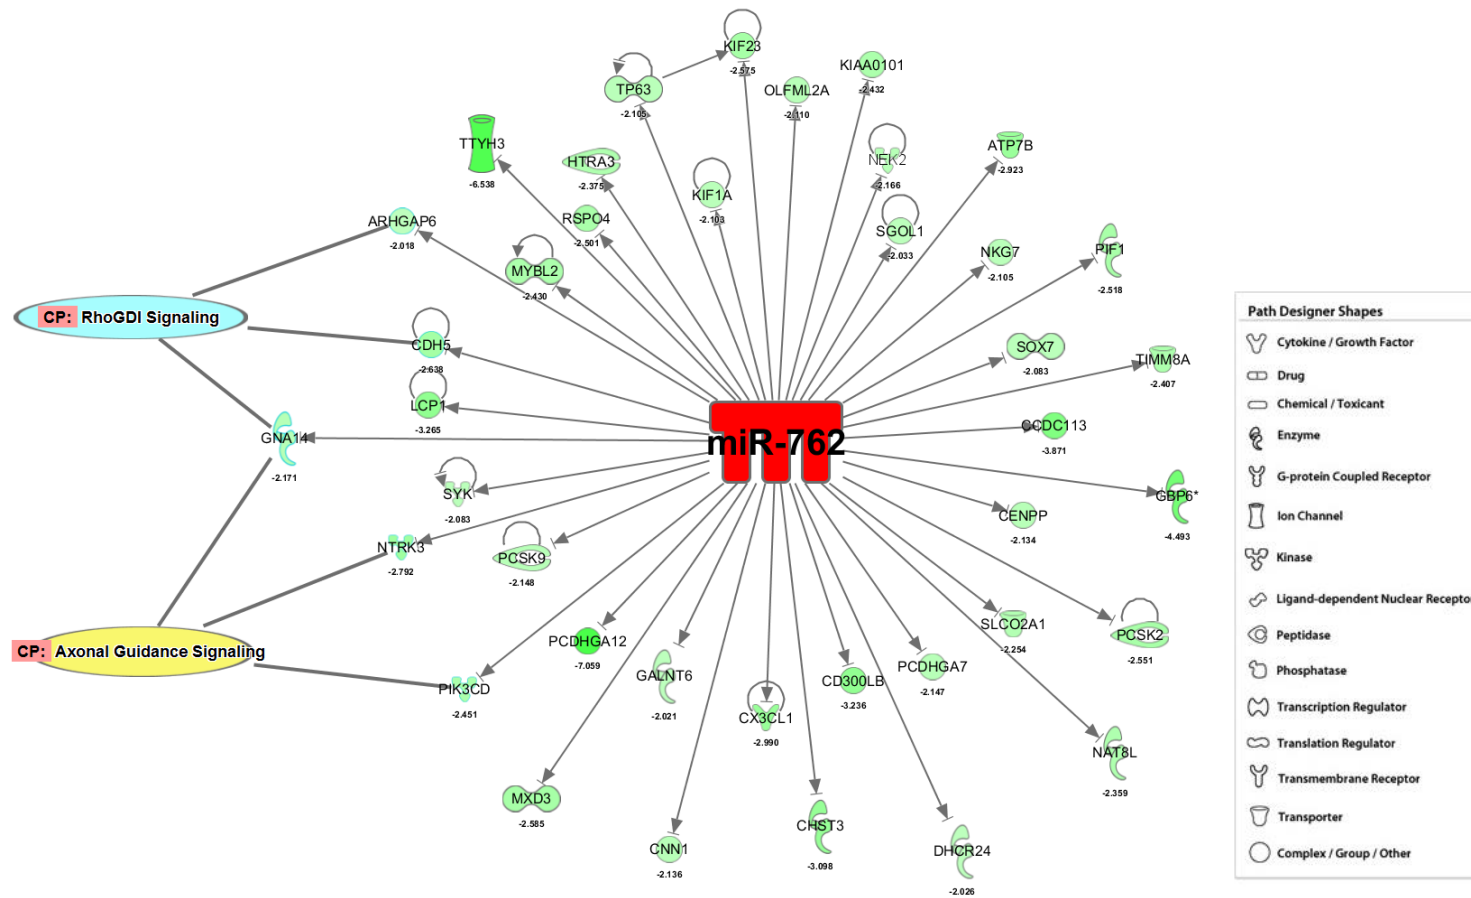

**Supplementary Figure 2:** An example of Gene Target Analysis interaction network between mRNA and miRNA expression between SUN1L,1kPa and KDEL,1 kPa samples. Green fill indicates down regulated mRNA and red fill indicates Up-regulated miRNA-762. Two Canonical Pathways (CP) that are affected in this network are also shown here.

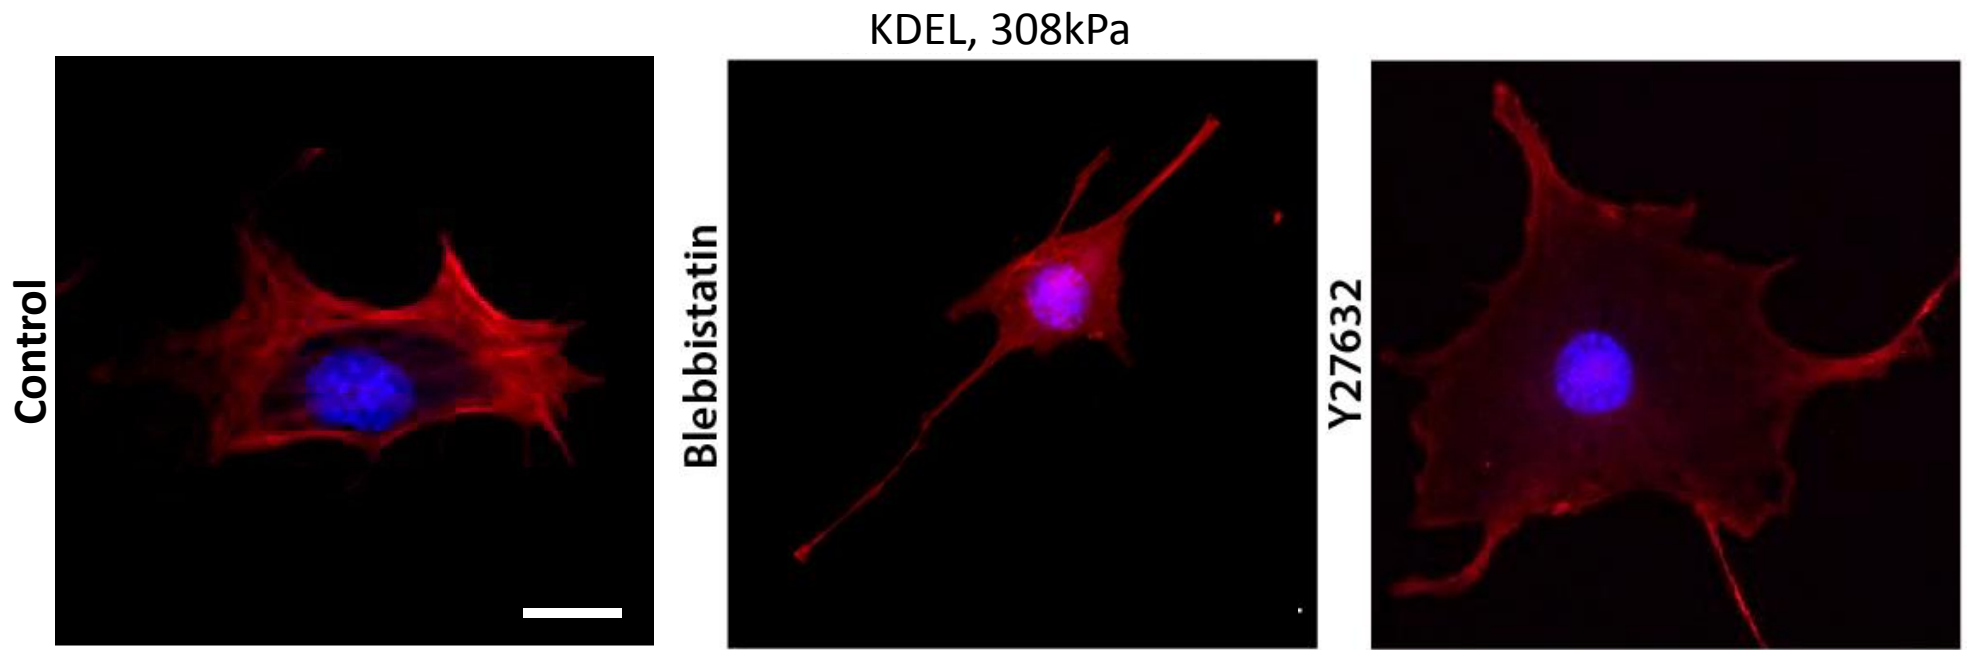

**Supplementary Figure 3:** Confocal images of untreated, blebbistatin and Y27-treated cells showing clear morphological effects. Red: actin, blue: DNA. Bar, 20 $\mu$ m.

How the deposited data were processed for this re-analysis (not part of the article)

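Messenger RNA of NIH 3T3 cells was followed in 18 libraries of 6 groups with 3 libraries each: KDEL and SUN1L cells on 1 kPa and 308 kPa, and KDEL cells on 308 kPa with 25 μM Y27 or 10 μM blebbistatin, all after 48 hr. The authors sequenced paired-end reads, aligned them with TopHat, filtered them by quality, mates and duplicates and quantified them in AvadisNGS with normalization by the trimmed mean of M-values. They deposited the result as 1 signal value per gene and library on a linear scale, with values under 1 set to 1. All columns of values per library were used, and the columns were matched to the samples by their headings. In 17 of them the number of the column is that of the library. The column used for library 34 is numbered 35 and headed by an empty vector and Y27, no column is numbered 34, and it was matched by that heading, which equals 1 of the labels of this library and of no other. The microRNA libraries, the protein and imaging experiments and the spike-in controls were not analysed here.

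The signal values are not whole reads. Low values of a library cluster at multiples of the share of 1 read pair, but bases of partly overlapping reads appear to be counted in fractions, so that whole reads were not recovered and no test on read counts was used. The sum of each library divided by its step gave between 12670000 and 19460000 read pairs, which sets the precision of low values: a gene near the lowest value of 1 rests on a few read pairs or none. The steps themselves were 1.70 to 2.49 signal units per read pair, so differences at that level were not detectable at this depth.

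From the deposited values, log2(value + 1) was computed and tested with limma 3.58.1 in R 4.3.3, with a prior variance that follows the mean and 1 mean per group. The comparisons of SUN1L with KDEL cells, of the rigidities and their interaction used 12 libraries, and those of the inhibitors 9. Genes above the lowest value in at least 3 of the 18 libraries were tested, 16021 of 22019, and 41 symbols that occur more than once in the table were kept apart by their identifiers. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with at least a 2-fold difference, and an interacting gene at a Bonferroni-corrected p under 0.05. All tests were two-sided. With 3 libraries against 3, an exact permutation test of a single gene cannot go below 0.1, so the adjusted p-values come from limma. The model was tested on simulated data over the 16021 genes with 200 changed genes: it recovered between 59.5% and 98% of the changed genes, with at most 10 false calls in a comparison, and made 0 calls in data without an effect. The simulated changes were log2 changes of 2 or 3 in either direction, in genes above the median level, with independent noise. Recovery of changes near the 2-fold limit, of genes with low values or with an outlying library was not tested.

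The samples, groups, tests, thresholds and the alternatives to them were set before the data were examined, except where the text says that a choice was made later. The alternatives were no filter on low values, a mean of at least 10, a pseudocount of 8 or 0.1, quantile normalization on top of the authors' scaling, all 18 libraries in 1 fit, limma without the trend, the adjusted p alone, a block on runs of library numbers, a z-test of proportions after the z-score calculations that the paper's methods name, an ordinary two-way analysis of variance, the interaction at a Benjamini-Hochberg adjusted p, ratios of arithmetic means, and each library left out in turn. Alternatives added after the data were seen were array weights, the z-test with fold changes without a pseudocount, 1 comparison of SUN1L over both rigidities, the two-way analysis of variance without adjustment, the 194 genes with the smallest interaction p, gene ontology terms taken from the deposited table, and the counts of these terms and of the genes shared by unadjusted p-values with each library left out. Correlations between comparisons that share the KDEL libraries on 308 kPa were set beside simulations of unchanged groups.

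The genes named in the text are those of a list of the LINC complex and lamina, the genes of the qPCR table, the genes that the paper names, and, for each comparison, the 3 called genes with the largest rise and the 3 with the largest fall whose groups do not overlap and whose mean exceeds the median of the tested genes. Genes named outside this rule are marked as named after their values were seen. Sets of G2/M genes (48), S phase genes (42), SRF targets (22), cholesterol synthesis genes (22) and YAP targets (20 tested) were written from general knowledge and tested with limma's camera with a preset correlation between genes of 0.01, and with fry and an estimated correlation as alternatives. Supplementary Tables 1 and 2 were held in part, 1998 of 9056 and 1998 of 7047 genes, and were used only to compare fold changes of the named genes, with no overlap or enrichment test.

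The labels number no replicates, so no pairing of libraries was assumed. The laboratory's serial numbers fall into 3 runs (3 to 12, 15 to 24 and 27 to 36), each with 1 library of every group, and whether a run marks a shared day is not stated in the paper's text. The first principal components over the tested genes held 32.3%, 12.5%, 10.2% and 4.90% of the variance. The labels of library 34 conflict on the inhibitor and the construct, and it was kept in the blebbistatin group. Positions are those of the deposited table, which lie on GRCm38, while the methods name mm9.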

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

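The tests of the regions of chromosome 17, of its level in each library and of a copy number difference, and the tests of library 34 on chromosomes, Sun1 and depth, were chosen only after the result was seen.

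Rad1 rose with SUN1L on both rigidities and is a gene the paper does not discuss. Its log2 fold change on 308 kPa was 2.86, and the 6 SUN1L libraries had signals of 2202 to 5011 against 380.0 to 643 in the 12 other libraries. The splits of the libraries do not decide it, since 3 libraries against 3 make 10 splits and the real one was the only 1 of 10 with as many called genes on 308 kPa. SUN1L and KDEL cells are separate stable lines, so an effect of the construct and a difference between the lines that arose when they were made cannot be told apart, and no test of either was possible with 1 line per construct. A fault of a single library would leave the other libraries of its group apart from it, and Rad1 was called on 308 kPa in 6 of 6 fits that left out 1 library.

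The genes of chromosome 17 lay higher in SUN1L cells, with a median log2 fold change of 0.209 on 1 kPa and 0.175 on 308 kPa over 545 genes. With each library centred, the chromosome 17 medians of the 6 SUN1L libraries were 0.063 to 0.247 and those of the 12 other libraries −0.12 to −0.035 (exact permutation test over 18564 regroupings, two-sided p = 5.39e-05, the smallest they can give, adjusted p = 0.00108 over 20 chromosomes). Of the 20 chromosomes, 8 had an adjusted p under 0.05 in this test, and the other 7 of these were lower in SUN1L libraries. Outlying libraries are excluded by the lowest SUN1L library at 0.063, above all others. A bias by transcript length, GC content or expression is excluded by 0 of 10000 matched lists that reached the observed median of 0.197 (highest matched median −0.00789, 97.1% of the genes with a length). A single region remains open. In bins of 10 Mb, 7 of the 9 lay above 0 on both rigidities and 2 did not, those that begin at 0 Mb (−0.021 and −0.107) and 10 Mb (−0.056 and −0.063). A candidate explanation is an extra copy of most of the chromosome in some or all of the SUN1L cells, as a difference between the stable lines. The larger median of 0.209 lies below the 0.585 that 3 copies in place of 2 in every cell would give. The number of copies in these cells was not measured, and an extra copy beside more than 2 would give less. A gain in some or all cells, a regional gain and regulation by SUN1L therefore cannot be told apart here, and the design confounds line and construct.

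Library 34, whose labels name an empty vector, had low values of genes that are high in the other KDEL libraries. Its signal was 4.50 for Pof1b and 4.33 for Olfr1028, against 15.0 to 34.8 and 48.6 to 110 in the 11 other libraries without SUN1L, and 63.1 for Serpina1a against 386 to 826. Serpina1c (1.77), Xlr4a (1) and Cox7b2 (21.6) were also lowest or at the lowest value there among these libraries, while Rgl3 was not (128). These genes, Olfr1028 and Serpina1a were named after their values were seen. A SUN1L library under a wrong label is excluded by its Sun1 signal of 3656, far below the SUN1L libraries, and a lack of depth by the 2 libraries without SUN1L that have fewer read pairs, library 8 with 22.1, 48.6 and 386 and library 16 with 33.4, 69.5 and 458 for Pof1b, Olfr1028 and Serpina1a. A candidate explanation is a cell line other than the KDEL line, as the empty vector label says. Its median lay outside the range of the other 17 libraries on 2 chromosomes, and on chromosome 15 at 0.224 against −0.08 to 0.07, but another library was outermost on 9 chromosomes, so that this test does not decide. If it holds, genes that differ between SUN1L and KDEL cells and are low in library 34 may mark the KDEL line in place of an effect of SUN1L. Which inhibitor the cells received stays open as well: the correlation of its fold changes with Y27 libraries exceeded that with the other blebbistatin libraries by 0.112, and the same difference ran from −0.164 to 0.129 in the 5 other inhibitor libraries, both drugs included.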

How the results depend on the processing

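Tests with array weights, with fold changes without a pseudocount in the z-test, with unadjusted analysis of variance, with the 194 genes of the smallest interaction p and over both rigidities together were chosen only after the result was seen. The edgeR alternative was not run because whole reads are not recoverable from the signal values. No paired analysis was possible because the labels number no replicates, and a block on the runs of library numbers is given instead.

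The number of genes called with SUN1L was 13 to 17 on 1 kPa (14), 8 to 13 on 308 kPa (10) and 8 to 11 on both (9) under the filters, pseudocounts, quantile normalization, all 18 libraries in 1 fit, limma without the trend, the block and the adjusted p alone. Of the 14 and 10 called genes, 10 and 6 were shared with the fit of all 18 libraries, 12 and 10 with no filter, 13 and 9 with either a mean of at least 10 or a pseudocount of 8, and all with a pseudocount of 0.1, quantile normalization, no trend and the block. The interaction and the comparisons of rigidities and inhibitors gave 0 called genes under each of these alternatives that applied, except that without a filter there was 1 interacting gene (Trim67) and 1 gene changed by blebbistatin (Rph3a, log2 fold change −1.48), both named after their values were seen. With the block, an unadjusted p under 0.05 was reached by 2259 genes with SUN1L on 1 kPa, 949 on 308 kPa, 861 and 884 for rigidity in KDEL and SUN1L cells, 333 for the interaction, 1683 with Y27 and 1213 with blebbistatin. In the same order these counts were 506, 230, 92, 182, 19, 734 and 474 with a mean of at least 10, where fewer genes are tested, and 1889, 829, 327, 1586, 502, 1137 and 806 with array weights.

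The z-test of proportions, which leaves out the spread between libraries by its construction, called 729 genes with SUN1L on 1 kPa, 349 on 308 kPa, 132 on both, 297 for rigidity in KDEL cells, 174 in SUN1L cells, 537 with Y27, 480 with blebbistatin and 18 in SUN1L on 308 kPa and both inhibitors with 1 direction. With fold changes without a pseudocount these counts were 804, 406, 158, 348, 214, 606, 563 and 25. Higher genes made up 418 of 729 on 1 kPa and 234 of 349 on 308 kPa, against 4 of 14 and 3 of 10 with limma. Array weights raised the count on 1 kPa to 55 (33 higher, 22 lower), and the cause was not tested. The two-way analysis of variance gave 1 interacting gene with the Bonferroni correction and 185 at an unadjusted p under 0.05. Interacting genes changed in 1 direction in all 3 comparisons numbered 2 (Tmigd1 and Sema3g) when the z-test was joined with the unadjusted analysis of variance, and 4 (with Slc7a4 and Ppargc1a) when joined with the 194 smallest interaction p, named after their values were seen. Of the 35 gene set tests, 20 passed an adjusted p under 0.05 with the preset correlation, and 0 with fry and 0 with an estimated correlation, where all 35 adjusted p-values were at least 0.840 and 0.687. Calls in the processes of Supplementary Tables 5 and 6 numbered 5, with Serpina1a counted once on each rigidity, and 3 with all 18 libraries in 1 fit. The number of genes changed by SUN1L over both rigidities was 29, and 58 with the block.

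With each library left out in turn, the called genes were 8 to 14 with SUN1L on 1 kPa (8 without library 4), 9 to 10 on 308 kPa, 8 to 10 on both, 0 to 2 with Y27 (2 without library 8 and 1 without library 20) and 0 to 2 with blebbistatin (2 without library 8, 1 without library 20 and 1 without library 22). The gene set tests past the threshold were 11 to 27, lowest without library 8 and highest without library 7. The calls in the processes, with a gene counted on each rigidity, were 3 to 8, with 8 without library 8 and 3 without libraries 15, 27 or 28 in turn. Over both rigidities the count was 18 to 27, with 18 without library 16 or 20 and 19 without library 19. The share of opposite signs among the 194 genes was 0.866 without a filter and 0.809 without library 31. Serpina1b was called on 308 kPa and Frmpd4 on 1 kPa in 0 of 6 such fits, and Cd97 was called on 1 kPa only without library 3, and Rragd and Akr1c13 only without library 27. All of these genes were named after their values were seen.

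Signs of genes that were not called reversed. With 1 library left out, the log2 fold change on 1 kPa ran from −0.22 to 0.012 for Emd, from −0.558 to 0.026 for Gapdh, from −0.056 to 0.049 for Snw1, from −0.12 to 0.073 for Sun2, from −0.574 to 0.035 for Syne3 and from −0.042 to 0.081 for Ywhaz. On 308 kPa it ran from −0.152 to 0.122 for Emd, −0.432 to 0.302 for Gapdh, −0.312 to 0.241 for Lmna, −0.926 to 0.707 for Lmnb1, −0.284 to 0.135 for Lmnb2, −0.163 to 0.034 for Snw1, −0.091 to 0.084 for Sun2, −0.27 to 0.457 for Syne1, −0.362 to 0.32 for Syne2, −0.421 to 0.268 for Syne3, −0.735 to 0.131 for Syne4 and −0.083 to 0.023 for Ywhaz. With quantile normalization, Sun2 was at 0.051 and Ywhaz at 0.062 on 1 kPa, and Emd at 0.023 and Ywhaz at 0.004 on 308 kPa. With arithmetic means, Snw1 was at −0.001, Sun2 at 0.002 and Ywhaz at 0.003 on 1 kPa, and Syne2 at −0.05 on 308 kPa. The cause was not tested. Of the remaining log2 fold changes of named genes, 225 kept direction and side of the threshold, 8 became weaker, 3 stronger and 8 moved, and of the medians of processes 96 stayed within the spread and 21 moved, most to lower values with a pseudocount of 8. The depth limits the genes near the lowest value, whose fold changes depend on the pseudocount.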

Differences from the paper's values

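The tests with fold changes without a pseudocount in the z-test, with the unadjusted analysis of variance and with the 194 genes of the smallest interaction p were chosen only after the result was seen.

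For SUN1L on 1 kPa, 14 genes were called against the paper's about 960 in Fig. 2A, read by eye. The z-test of proportions, after the z-score calculations that the paper's methods name, gave 729 and lies within 1.5 times of the paper's count. The other alternatives set before the data were examined gave 13 to 17, and the z-test with fold changes without a pseudocount, chosen after seeing the values, gave 804. On 308 kPa 10 genes were called against the paper's about 550 in Fig. 2A. None of the alternatives set before the data were examined closed the gap, with 8 to 13 genes and 349 under the z-test, while the z-test with fold changes without a pseudocount, chosen after seeing the values, gave 406 and came within 1.5 times. On both rigidities 9 genes were called against the paper's about 190 in Fig. 2A, with 132 under the z-test and 158 without a pseudocount, the latter chosen after seeing the values, both within 1.5 times, and 8 to 11 under the other alternatives set before the data were examined.

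For the interaction 0 genes passed the Bonferroni limit against the paper's 194, with 145 at an unadjusted p under 0.05. The alternatives set before the data were examined gave 0 or 1. The two-way analysis of variance at an unadjusted p under 0.05, chosen after seeing the values, gave 185.

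With Y27, 0 genes were called higher against the paper's about 330 and 0 lower against the paper's about 470 in Fig. 3A, while 970 genes had an unadjusted p under 0.05. The z-test of proportions gave 253 higher genes, within 1.5 times, and 284 lower genes, which is not within it, and the other alternatives set before the data were examined gave 0. The z-test without a pseudocount, chosen after seeing the values, gave 266 higher and 340 lower genes, both within 1.5 times. With blebbistatin, 0 genes were called higher against the paper's about 200 and 0 lower against the paper's about 390 in Fig. 3A, with 674 genes at an unadjusted p under 0.05. Under the z-test the counts were 164 and 316, and without a pseudocount, chosen after seeing the values, 178 and 385, all within 1.5 times, and the other alternatives set before the data were examined gave 0, or 1 lower gene without a filter.

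In SUN1L on 308 kPa and both inhibitors together, 0 genes were called higher against the paper's about 23 and 0 lower against the paper's about 22 in Fig. 3A, with 14 genes of 1 direction at unadjusted p-values under 0.05. The z-test gave 9 and 9, and without a pseudocount, chosen after seeing the values, 11 and 14. None of these, nor the other alternatives set before the data were examined, came within 1.5 times. Among interacting genes the count was 0 against the paper's about 7 in Fig. 3B, with 4 genes at unadjusted p-values under 0.05. The alternatives set before the data were examined gave 0, and the z-test joined with the unadjusted analysis of variance or with the 194 smallest interaction p, both chosen after seeing the values, gave 2 and 4.

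Of the named genes, only those in the held part of Supplementary Tables 1 and 2 could be compared. Their listed fold changes were matched on the log2 scale without a pseudocount. All of these genes were lower in SUN1L cells, so that Sun1, Rad1 and the other genes called higher were not compared. The paper states that most interacting genes reverse their mechanosensitivity with SUN1L. The share with opposite signs was 0.923 in the 194 genes with the smallest interaction p and 0.943 to 0.995 in simulations without an effect. The paper states that SUN1L altered genes of the cytoskeleton, of focal adhesions and of the nuclear envelope, lamin B1 among them. Of the genes drawn in Fig. 2B, 0 were called, and 4, 2 and 0 genes of the 3 classes had an unadjusted p under 0.05 on 1 kPa. The log2 fold change of Lmnb1 was −1.17 on 1 kPa with an adjusted p of 0.930 from limma. The z-test of proportions called Lmnb1 on 1 kPa, as well as Tuba4a, Tubb2b and Mylk3 of the cytoskeletal and Itga4 and Ankle1 of the focal adhesion genes, and on 308 kPa it called Dnah2, Dnah11, Tubb2b and Mylk3, of which those other than Lmnb1 were named after their values were seen. The paper states that a set of genes depends on rigidity and not on the LINC complex, whereas 0 genes were called for rigidity in KDEL cells and 219 had an unadjusted p under 0.05, with 297 called under the z-test of proportions. The paper names cell adhesion as the leading process of the interacting genes, and the cell adhesion term had a p of 0.728 for the interaction with camera. Camera asks for a shift in 1 direction and the paper's enrichment is of a gene list, so these are unlike measures.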

Other observations

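The tests of splits within runs, the tests of depth, runs, dominant genes, scaling and dividing cells for the low libraries, the test of library 3 alone for the M phase genes and the tests of the correlations with separate control libraries and without library 8 were chosen only after the result was seen.

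Over both rigidities in 1 comparison, which was added after the data were seen, 29 genes were called between SUN1L and KDEL cells, 11 higher and 18 lower, with 1089 at an unadjusted p under 0.05. Of 100 splits of the 12 libraries within rigidities, the real one was the only 1 with as many called genes, so that a grouping by accident is excluded for this count. For SUN1L on 1 kPa and on 308 kPa the real split was the only 1 of 10 with as many called genes, a share that cannot go under 0.1 with 3 libraries against 3. The count over both rigidities was 18 without library 16 or library 20 and 19 without library 19. An effect of SUN1L and a difference between the 2 stable lines cannot be told apart, since each construct is present in 1 line.

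For the other comparisons of 3 libraries against 3 the splits do not decide, since the share of splits cannot go under 0.1. The number of genes with an unadjusted p under 0.05 was reached or exceeded in 7 of 10 splits for rigidity in KDEL cells (219 genes), 7 of 10 for rigidity in SUN1L cells (310), 4 of 10 for Y27 (970) and 7 of 10 for blebbistatin (674). These splits do not keep the runs of library numbers, although the second principal component was highest in the library of the third run in all 6 groups. With a block on the runs the counts were 861 and 884 for rigidity in KDEL and SUN1L cells, 1683 for Y27 and 1213 for blebbistatin. Of the 4 splits that keep 1 library of each group in every run, 2 gave as many genes for rigidity in KDEL cells, and the real one was the only 1 for rigidity in SUN1L cells, Y27 and blebbistatin, a share that cannot go under 0.25 and leaves an effect of rigidity in SUN1L cells or of the inhibitors open. For the interaction (145) the count was reached in 99 of 100 regroupings of the 12 libraries, whose median was 391. With the block (333) it was reached in 83 of 100 regroupings within runs, whose median was 482. These regroupings mix SUN1L with KDEL libraries, so that differences between the lines enter their counts, and they do not decide whether genes interact. The share of opposite signs among the 194 genes with the smallest interaction p was reached in 75 of 100 regroupings, with the same limit. It was reached in 100 of 100 simulations without any effect, so that the selection of genes by their interaction may by itself give the opposite signs. A reversal of mechanosensitivity beyond that selection was not detected in these libraries.

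The fold changes of SUN1L on 308 kPa correlated with those of Y27 and blebbistatin across genes with r of 0.14 and 0.15, below the 0.47 to 0.53 of simulated groups that share the same 3 controls. With separate KDEL libraries as controls the highest correlation was −0.182. Those controls come from different runs of library numbers, and a difference between runs pushes such correlations down, so this value does not decide. By the simulations, the shared control libraries are a candidate source of the positive correlation. The correlation of 0.68 between the 2 inhibitors lay above the simulated values. A deviation of library 8 is excluded as the source of the whole correlation, which was 0.668 without that library, where simulations with 2 controls gave 0.562 to 0.634. It was 0.769 without library 20 and 0.803 without library 32. With separate KDEL libraries as controls for each inhibitor the correlation ran from −0.085 to 0.091, which does not decide for the same reason. By the simulations, the shared controls are a candidate source of a part of it. A response common to both drugs stays open, and so does a part of library 8 in the excess over the simulated values, since the simulations treat genes as independent.

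Libraries 3 (SUN1L on 1 kPa), 7 (SUN1L on 308 kPa) and 8 (KDEL on 308 kPa) each lay below the other libraries of their own group in G2/M, S phase and cholesterol synthesis genes. The median log2 deviation of the 48 G2/M genes from the group mates was −2.70 in library 3, −2.67 in library 7 and −2.53 in library 8, that of the S phase genes −1.88, −1.87 and −1.87, and that of the cholesterol synthesis genes −1.57, −1.89 and −2.15. A bias by length, GC content or expression level is excluded, as 0 of 10000 matched lists fell as far in any of them, with lowest matched medians of −0.383, −0.336 and −0.32. Lower depth is excluded, since 7 libraries with no more read pairs than library 7 had a higher G2/M level than each of them. The 10 highest genes held at most 5.75% of the signal in these libraries, against at most 5.40% in their group mates, which excludes a few dominant genes. A wrong scaling factor moves all genes of a library alike, and is excluded by the gap between the G2/M median and the lowest matched list, −2.214 at the smallest. RNA of another cell type is argued against by 0 genes that were absent from the group mates and above the upper quartile. All of libraries 3, 7 and 8 belong to the first run of serial numbers, but the 3 other libraries of that run (4, 10 and 12) had higher G2/M levels, which excludes a fault shared by the whole run and leaves open one that touched a part of it. A lower share of dividing cells in these cultures, for instance by a different cell density, is a candidate explanation: S phase genes fell by at least 1.87 beside the G2/M genes. Cell counts were not measured in these data, and a fall of the same genes within each cell cannot be told apart from it.

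The low libraries bear on the comparisons of their groups. The M phase genes of the paper had a median log2 fold change of −1.15 with SUN1L on 1 kPa, and of −0.301 without library 3, so that library 3 alone may account for most of the fall.

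Of the 35 gene set tests with camera, 20 passed an adjusted p under 0.05, and 0 did with fry or with an estimated correlation. The median log2 fold change of the G2/M genes was −1.15 with SUN1L on 1 kPa (camera, adjusted p = 1.59e-08) and −0.26 without library 3. With Y27 it was 0.73 (adjusted p = 1.73e-07) and with blebbistatin 0.81 (9.78e-10), and without library 8 it was −0.05 and −0.01. The S phase genes gave −0.87 with SUN1L on 1 kPa, 0.59 with Y27 and 0.66 with blebbistatin, and −0.19, −0.05 and 0.06 without the same libraries. The cholesterol synthesis genes gave −0.83, 0.99 and 0.90, and −0.29, 0.27 and 0.20 without them. SRF targets gave −0.39 with SUN1L on 1 kPa and 0.34 with blebbistatin, and −0.17 and 0.06 without them. YAP targets gave −0.09 with SUN1L on 1 kPa (0.09 without library 4 and −0.25 without library 28) and 0.27 with blebbistatin (adjusted p = 0.0185), where the median ran from 0.18 to 0.31 with 1 library left out. With Y27 the medians of SRF and YAP targets, 0.09 and −0.005, were not past the threshold. For rigidity in KDEL cells the medians were −0.78 for G2/M, −0.58 for S phase, −0.60 for cholesterol synthesis and −0.34 for SRF targets, all past the threshold with camera, and without library 8 they were 0.03, 0.02, 0.09 and −0.02. YAP targets, at −0.08, were not past it. For the interaction the medians were 0.98, 0.78, 0.58, 0.25 and 0.08 in the same order, of which the first 4 passed with camera. Without library 3 they were 0.12, 0.12, 0.02, 0.08 and 0.03, and without library 8 they were 0.17, 0.12, −0.07, −0.01 and 0.04. Other libraries moved the medians too. That of G2/M for the interaction was 1.89 without library 7, 1.57 without library 32 and 0.46 without library 31. Without library 32 the G2/M median was 1.34 with Y27, 1.39 with blebbistatin and −1.35 for rigidity in KDEL cells. With SUN1L on 1 kPa it was −1.67 without library 27.

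None of the sets passed for SUN1L on 308 kPa or for rigidity in SUN1L cells. With SUN1L on 308 kPa the medians were −0.12 for G2/M, −0.08 for S phase, −0.30 for cholesterol synthesis, −0.08 for SRF targets and −0.09 for YAP targets, and that of G2/M was 0.76 without library 7 and −0.98 without library 8. In the same fits S phase was at 0.56 and −0.72, cholesterol synthesis at 0.31 and −0.96, and SRF targets at 0.18 and −0.31. The median of YAP targets ran from −0.16 to 0.01 with 1 library left out. For rigidity in SUN1L cells the medians of the sets, in the same order, were 0.20, 0.16, −0.01, −0.03 and −0.06, and that of G2/M was 1.11 without library 7 and −0.64 without library 3. In the same fits S phase was at 0.80 and −0.47, cholesterol synthesis at 0.57 and −0.59, and SRF targets at 0.22 and −0.24. The median of YAP targets ran from −0.15 to 0.06 with 1 library left out.

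With p-values adjusted over the list alone, 0 genes of the G2/M, S phase, SRF and cholesterol synthesis lists were past 0.05 in any of the 7 comparisons. Among the YAP targets 1 was, with Y27: Nt5e (log2 fold change −1.43, adjusted p over the list 0.0338 from limma). Among the focal adhesion genes of Fig. 2B 1 was, with Y27: Itga4 (2.02, adjusted p over the list 0.0045 from limma). Both were named after their values were seen, and neither passed over all genes tested. The gene ontology terms of the deposited table, 2436 in number, gave 7 terms with an adjusted p under 0.05 for SUN1L on 1 kPa, 1 on 308 kPa, 2 with Y27 and 18 with blebbistatin by camera, and 0 for the interaction, where 142 had an unadjusted p under 0.05. These counts rested on single libraries. For blebbistatin there were 0 terms without library 34 (246 at an unadjusted p under 0.05), 0 without library 8 (152), 5 without library 22, 35 without library 20 and 69 without library 32. For SUN1L on 1 kPa there were 0 without library 3 (126 at an unadjusted p under 0.05), 4 without library 4, 13 without library 15 and 19 without library 27. On 308 kPa there were 0 without library 7 or 32 (160 and 197), 3 without library 8 or 19, 7 without library 20 and 25 without library 31. With Y27 there were 1 without library 12 or 24, 6 without library 8, 13 without library 32 and 15 without library 20, and for the interaction the counts ran from 0 to 17, highest without library 7.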
